# MicroRNA expression profile of chicken cecum in different stages during *Histomonas meleagridis* infection

**DOI:** 10.1186/s12917-022-03316-2

**Published:** 2022-06-11

**Authors:** Yu-Ming Zhang, Qiao-Guang Chen, Chen Chen, Shuang Wang, Zai-Fan Li, Zhao-Feng Hou, Dan-Dan Liu, Jian-Ping Tao, Jin-jun Xu

**Keywords:** Host regulation, microRNA, Chicken, Cecum, *Histomonas meleagridis*, Inflammation, Immune

## Abstract

**Background:**

*Histomonas meleagridis* is an anaerobic, intercellular parasite, which infects gallinaceous birds such as turkeys and chickens. In recent years, the reemergence of Histomoniasis has caused serious economic losses as drugs to treat the disease have been banned. At present, *H. meleagridis* research focuses on virulence, gene expression analysis, and the innate immunity of the host. However, there are no studies on the differentially expressed miRNAs (DEMs) associated with the host inflammatory and immune responses induced by *H. meleagridis*. In this research, high-throughput sequencing was used to analyze the expression profile of cecum miRNA at 10 and 15 days post-infection (DPI) in chickens infected with Chinese JSYZ-F strain *H. meleagridis.*

**Results:**

Compared with the controls, 94 and 127 DEMs were found in cecum of infected chickens at 10 DPI (CE vs CC) and 15 DPI (CEH vs CCH), respectively, of which 60 DEMs were shared at two-time points. Gene Ontology (GO) functional enrichment analysis of the target genes of DEMs indicated that 881 and 1027 GO terms were significantly enriched at 10 and 15 DPI, respectively. Kyoto Encyclopedia of Genes and Genomes (KEGG, www.kegg.jp/kegg/kegg1.html) pathway enrichment analysis of the target genes of DEMs demonstrated that 5 and 3 KEGG pathways were significantly enriched at 10 and 15 DPI, respectively. For previous uses, the Kanehisa laboratory have happily provided permission. The integrated analysis of miRNA–gene network revealed that the DEMs played important roles in the host inflammatory and immune responses to *H. meleagridis* infection by dynamically regulating expression levels of inflammation and immune-related cytokines.

**Conclusion:**

This article not only suggested that host miRNA expression was dynamically altered by *H. meleagridis* and host but also revealed differences in the regulation of T cell involved in host responses to different times *H. meleagridis* infection.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12917-022-03316-2.

## Background

Histomoniasis, also known as infectious cecum hepatitis or “blackhead disease”, is a disease of gallinaceous birds (turkeys, chickens, quails, and peacocks) caused by the *H. meleagridis* protozoan parasite [1]. *H. meleagridis* has a complex life history and transmission routes [2]. In the natural environment, it usually parasitizes in *Heterakis gallinarum (H. gallinarum*) eggs or earthworm and survive for a long time [3, 4]. *H. meleagridis* mainly parasitize the cecum and liver of the host [1], causing cecum mucosal lesion, intestinal wall hypertrophy, caseous cecum core, and yellowish-green round inflammatory necrotic focus in the liver, which seriously affects the metabolism and absorption of nutrients, in severe cases, excessive inflammatory response and immune dysfunction caused infected avian death [5]. The intestinal mucosal is the host’s first barrier against *H. meleagridis* infection. IgA, an important part of mucosal immunity against pathogen invasion, has been shown that it will be continuously elevated in response to *H. meleagridis’* invasion of cecum mucosa [6]. Presently, Histomoniasis have become a worldwide disease. In Europe and America where farming a large number of turkeys, with high morbidity and fatality [7]. Although chickens are less vulnerable to the disease than turkeys (100%), the epidemic of the disease in Chinese chicken flocks is also very serious, and the mortality rates are 20 to 30% [8]. Since most chemical drugs that can effectively control and prevent the disease were banned owing to their potential carcinogenicity [9], which has contributed to the incidence of the disease is increasing year by year and causing severe economic losses.

MicroRNA (miRNA) is a class of short non-coding RNA molecules expressed by animals, plants, viruses, and some single-celled organisms, with a length of approximately 22 nucleotides [10]. MiRNAs play important role in the regulation of cellular signal networks in both normal and diseased conditions. In eukaryotes, 2/3 of the coding genes are regulated by miRNAs [11], which participate in the regulation of many physiological processes [12], such as development, cell division, proliferation, and metabolism, and play an essential role in the inflammatory response [13], immune-related pathway [14], tumorigenesis [15] and so on. A growing number of studies have shown that host miRNAs modulate target gene expression at the post-transcriptional level by inhibiting translation and promoting degradation of target genes, and play an important role in against parasite infection [16, 17].

Since the first report of Histomoniasis, increased attention has been paid to histopathological features [18], etiology [19], virulence [20], and gene expression analysis [21]. However, the molecular mechanism of the interaction between *H. meleagridis* and chicken is not clear, especially the study of miRNA expression in chicken cecum after *H. meleagridis* infection. This study investigated the expression profile of chicken cecum miRNA at 10 and 15 days post-infection. To our knowledge, this is the first report on the expression of miRNA in chicken cecum during *H. meleagridis* infection. This article will further our understanding of the interactions between the host and *H. meleagridis*. This will aid the development of novel therapies against *H. meleagridis* in the future.

## Methods

### Animals and experimental infection

An F strain of *H. meleagridis,* obtained from a home-bred chicken in Jiangsu Province, China, was cryopreserved in liquid nitrogen in our laboratory. 40 SPF White Leghorn layers (15-day old) were used in this study. 30 chickens were divided into the infection groups and 10 chickens were divided into the control group. Chickens in the infection group were inoculated with 2 × 10^5^ *H. meleagridis* through the cloaca, and the control group chickens were not treated.

### Sample collection and preparation

At 10 and 15 days post-infection (DPI), half of the chickens in the two groups were killed, respectively. The chickens cecum samples aseptically collected, were thoroughly rinsed in PBS, and immediately frozen in liquid nitrogen. All the cecum samples were stored at − 80 °C until RNA extraction [17].

Total RNA was prepared from individual cecum samples using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instruction. The purity and integrity of RNA samples were assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA) and spectrophotometer (IMPLEN, CA, USA), respectively [17].

### Small RNA library preparation and sequencing

Twelve libraries were constructed from the cecum of 10 DPI (CE), and control group (CC), 15 DPI (CEH), and control group (CCH), with three in each group. The small RNA libraries were prepared from a total of 2 μg total RNA isolated from each sample using NEBNext® Multiplex Small RNA Library Prep Set for Illumina® (NEB, USA) according to the manufacturer’s instruction and sequenced at the Novogene Bioinformatics Institute (Beijing, China) on an Illumina Novaseq 6000 platform (Illumina, San Diego, CA, USA) following the vendor’s instructions.

### Basic data processing

Raw data (raw reads) of Fastq format were firstly processed through custom Perl and Python scripts. In this step, clean data (clean reads) were obtained by removing reads containing ploy-N, ploy A or T or G or C, or with 5′ adapter contaminants, or without 3′ adapter or the insert tag. Moreover, the 3′ adapter sequences were trimmed. At the same time, Q20, Q30, and GC content of the raw data were calculated. Clean reads with 18 to 35 nt length range were chosen for downstream analyses.

The processed small RNA reads were used in Bowtie [22] for read mapping to reference sequence. This allowed for 1 mismatch base.

Processed reads of length at 18 to 35 nt were then mapped to their reference genome and analyzed using the bowtie package (no mismatch). To identify conserved miRNAs, the predicted miRNA hairpins were compared against miRNA precursor sequences from miRBase22.0 (http://www.mirbase.org/) using mirDeep2 [23]. Srna-tools-cli (http://srna-tools.cm.uea.ac.uk/) were used to obtain the potential miRNA and draw the secondary structures. MirDeep2’s quantifier. pl were used to obtain the miRNA counts, and custom scripts were used to obtain base bias on the first position of identified miRNA with 18 to 35 nt length and each position of all identified miRNA respectively.

The available software miREvo [24] and MirDeep2 [23] were integrated to predict novel miRNA through exploring the secondary structure, the Dicer cleavage site and the minimum free energy of the small RNA reads unannotated in the former steps.

All sequence data were submitted to the NCBI Gene Expression Omnibus (GEO) public database (http://www.ncbi.nlm.nih.gov/geo/) with the GEO accession number GSE193859.

### Analysis of differentially expressed miRNAs

The expression levels of known and new miRNAs in each sample were counted, and transcripts per million clean tags (TPM) [25] was used to normalize the expression levels. Differential expression analysis of two groups was performed using the DESeq R package (1.24.0). The *P*-value was adjusted using the Benjamini & Hochberg method [26]. Corrected *P*-value < 0.05 was set as the threshold for screening differentially expressed genes.

### Predicted target genes of miRNAs and bioinformatics analysis

miRanda [27] and RNAhybrid [28] were used to predict the target gene of miRNA. GOseq based Wallenius non-central hypergeometric distribution [29] which could adjust for gene length bias, was implemented for GO enrichment analysis. GO terms with a *P*-value < 0.05 were regarded as significantly enriched terms. Additionally, KEGG [30] pathway with a *P*-value < 0.05 were considered significantly enriched pathways. KOBAS [31] software was used to test the statistical enrichment of the target gene candidates in KEGG pathways.

### miRNA-gene network

To dissect the role of DEMs in inflammatory and immune, Cytoscape3.9.0 software was used to construct DEMs and immune and inflammatory-related genes regulatory networks at 10 and 15 DPI.

### Quantitative real-time qPCR validation

Nine DEMs, including 3 miRNAs in 10 DPI, 2 miRNAs in 15 DPI, and 4 miRNAs shared at 10 and 15 DPI, were selected and measured using SYBR green-based RT-qPCR to verify the sequencing results. miRNA sequences in which uracil was replaced by thymine were used as the forward primers for the real-time PCR described in Table 1. The miRNA primers were synthesized by BGI Co. Ltd. (Shenzhen, China). The total RNA was extracted from cecum samples, and reverse transcribed into cDNA using a Mir-x™ miRNA First-Strand Synthesis and SYBR® RT-qPCR Kit (TaKaRa, Dalian, China) following the manufacturer’s instruction. RT-qPCR cycling conditions were as follows: 95 °C for 5 mins; followed by 45 cycles of 95 °C for 10 s, 60 °C for 10 s, and 72 °C for 15 s; and melting curve analysis from 60 °C to 97 °C. All reactions were carried out with three repeats. U6 snRNA were used as internal reference gene for quantifying miRNA expression analysis. The expression of each miRNA relative to U6 was calculated using the 2 − ΔΔCT method [17].

**Table 1:** The sequences of miRNAs used for RT-qPCR validation

miRNA	Sequence
gga-miR-214	ACAGCAGGCACAGACAGGCAG
gga-miR-34c-5p	AGGCAGUGUAGUUAGCUGAUUGC
gga-miR-17-5p	CAAAGUGCUUACAGUGCAGGUAGU
gga-miR-145-5p	GUCCAGUUUUCCCAGGAAUCCCUU
gga-miR-183	UAUGGCACUGGUAGAAUUCACUG
gga-miR-204	UUCCCUUUGUCAUCCUAUGCCU
gga-miR-2954	CAUCCCCAUUCCACUCCUAGCA
gga-miR-1677-3p	UGACUUCAGUAGGAGCAGGAUU
gga-miR-140-3p	CCACAGGGUAGAACCACGGAC

## Results

### Sequencing of small non-coding RNAs in cecum of *H. meleagridis*-induced chickens

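Cecum small RNA was sequenced from chickens inoculated with H. meleagridis, the protozoan that causes histomoniasis, and from uninfected chickens. There were 3 libraries of infected chickens and 3 of controls at each of 10 and 15 DPI, and each library came from the cecum of 1 chicken. The paper counts these days from inoculation of chickens that were 15 days old, whereas the sample labels give 10 and 15 days as the age of the animals; the days after inoculation are used here. The labels also name the mouse as the organism, but the known miRNAs carry the chicken prefix gga, the paper describes chickens, and no mouse reference was used here. The authors trimmed the reads, mapped them with Bowtie and counted them on the mature miRNAs of miRBase and on predicted miRNAs with miRDeep2. The deposited values are the raw read count and the TPM of 797 known and 91 predicted mature miRNAs. In these values TPM is the read count divided by the miRNA reads of the library and scaled to a common sum, without a length term; levels given as CPM are the same quantity after TMM scaling. The miRNA reads summed to 6908066, 8265889 and 8339068 in CC1, CC2 and CC3, to 7671383, 6293458 and 7702130 in CE1, CE2 and CE3, to 7094817, 6553181 and 5651722 in CCH1, CCH2 and CCH3, and to 5506908, 5798838 and 7014889 in CEH1, CEH2 and CEH3. The clean reads that the paper lists per library, from 9864565 to 13562280, also hold other small RNA; the values here use the miRNA reads. A single read was therefore worth between 0.12 and 0.182 TPM. A few miRNAs took most reads, since the 10 most abundant made up 80.7% to 95.0% of a library. The raw counts were compared within each time point with edgeR's quasi-likelihood test after TMM scaling and a filter on low counts, and a miRNA with a Benjamini-Hochberg adjusted p under 0.05 was taken as a DEM. The scaling could change the numbers, because TMM moved the 6 libraries of 10 DPI by factors of 0.748 to 1.22 and those of 15 DPI by 0.947 to 1.08. With 3 libraries against 3, an exact permutation test of a single miRNA cannot go below p = 0.1.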

Twelve cecum libraries were constructed from CC, CE, CCH, and CEH groups, with 3 in each group. High-throughput sequencing generated 11,310,686, 11,759,594, 11,103,844, and 12,587,674 average reads in the CE, CC, CEH, and CCH libraries, respectively. After removal of low-quality and adaptor contamination reads, the average clean reads obtained at each group were 11,038,098, 11,527,878, 10,876,563, and 12,315,338 respectively (Table 2).

**Table 2:** The list of data filtering (%)

Library	Sample	total reads	N% > 10%	low quality	5_adapter contamine	3_adapter_null or insert null	with ploy A/T/G/C	clean reads
CE	CE1	11,842,662 (100.00%)	114 (0.00%)	24,351 (0.21%)	556 (0.00%)	299,539 (2.53%)	6660 (0.06%)	11,511,442 (97.20%)
	CE2	10,610,508 (100.00%)	84 (0.00%)	21,567 (0.20%)	628 (0.01%)	230,486 (2.17%)	5824 (0.05%)	10,351,919 (97.56%)
	CE3	11,478,887 (100.00%)	70 (0.00%)	20,039 (0.17%)	538 (0.00%)	201,544 (1.76%)	5762 (0.05%)	11,250,934 (98.01%)
CC	CC1	10,835,812 (100.00%)	98 (0.00%)	12,896 (0.12%)	1523 (0.01%)	75,483 (0.70%)	5689 (0.05%)	10,740,123 (99.12%)
	CC2	12,445,172 (100.00%)	106 (0.00%)	23,116 (0.19%)	1299 (0.01%)	282,358 (2.27%)	8015 (0.06%)	12,130,278 (97.47%)
	CC3	11,997,798 (100.00%)	102 (0.00%)	21,972 (0.18%)	679 (0.01%)	254,882 (2.12%)	6929 (0.06%)	11,713,234 (97.63%)
CEH	CEH1	11,692,196 (100.00%)	0 (0.00%)	62,563 (0.54%)	2126 (0.02%)	259,645 (2.22%)	17,540 (0.15%)	11,350,322 (97.08%)
	CEH2	10,099,875 (100.00%)	0 (0.00%)	43,351 (0.43%)	1199 (0.01%)	118,709 (1.18%)	7777 (0.08%)	9,928,839 (98.31%)
	CEH3	11,519,462 (100.00%)	0 (0.00%)	38,272 (0.33%)	1456 (0.01%)	120,667 (1.05%)	8538 (0.07%)	11,350,529 (98.53%)
CCH	CCH1	13,815,927 (100.00%)	0 (0.00%)	54,488 (0.39%)	2241 (0.02%)	159,117 (1.15%)	37,801 (0.27%)	13,562,280 (98.16%)
	CCH2	13,879,487 (100.00%)	0 (0.00%)	107,019 (0.77%)	3208 (0.02%)	169,015 (1.22%)	81,076 (0.58%)	13,519,169 (97.40%)
	CCH3	10,067,608 (100.00%)	0 (0.00%)	41,304 (0.41%)	1302 (0.01%)	142,941 (1.42%)	17,496 (0.17%)	9,864,565 (97.98%)

Most of the sRNA length in the 12 libraries were 21-24 nt. Among these, the sRNA tags of 83.28–96.43% were mapped to the chicken genome. The repetitive sequence, exon sequence, intron sequence, tRNA, rRNA, snRNA, and snoRNA were successfully annotated. 57.12–78.38% of the reads in each library were identified as known miRNAs, 0.01–0.04% were predicted to be new miRNAs (Fig. 1). 

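Known miRNAs took nearly all of the deposited counts, and predicted miRNAs took 0.0176% to 0.0599% of the miRNA reads of a library. Set against the clean reads that the paper lists for the same libraries, the known miRNA reads made up 48.5% in CCH2, the lowest share, and 71.2% in CC3, the highest. The paper does not state the total behind its own shares, so these values may differ from its range for that reason. The predicted miRNA reads made up 0.0113% of the clean reads in CC1 and 0.0343% in CCH3, the lowest and highest shares. The composition of the miRNA reads differed between the groups. gga-miR-143-3p made up 47.5% ± 5.96 (SD, n = 3) of the miRNA reads in CC, 39.7% ± 7.89 in CE, 44.3% ± 5.54 in CCH and 30.4% ± 7.44 in CEH. Its shares in infected and control libraries overlapped, with CE2 at 46.6% and CC2 at 41.8%, and CEH1 at 38.9% and CCH2 at 38.1%. It was not a DEM at either time point. The share of gga-miR-21-5p was 40.4% ± 4.21 in CE against 20.7% ± 1.11 in CC, and 31.5% ± 6.52 in CEH against 8.34% ± 1.72 in CCH. Both miRNAs were singled out here after their shares had been seen.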

A total of 797 known and 91 novel mature miRNAs, corresponding to 667 and 96 precursors, respectively, were identified with a BLAST search against the miRBase or by recognition of standard stem-loop structures (Table 3).

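At least 1 read was counted on 701 of the 797 known miRNAs and on 78 of the 91 predicted miRNAs over the 12 libraries, and 253 known miRNAs had a read in every library. The known miRNAs detected per library numbered 396 ± 36.8 (SD, n = 3) in CC, 390.0 ± 17.3 in CE, 442 ± 12.5 in CCH and 455 ± 3.06 in CEH. Both groups of 15 DPI thus held more detected miRNAs on average than the groups of 10 DPI, from a lower median of miRNA reads. The minimum that counts as detection moved these numbers most: the median over the 12 libraries was 427 with at least 1 read and 230.0 with at least 10 reads. Thinned to the size of the smallest library, the libraries held 371 ± 28.9 known miRNAs in CC, 369.6 ± 7.89 in CE, 432 ± 6.68 in CCH and 448 ± 9.43 in CEH.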

**Fig. 1:**
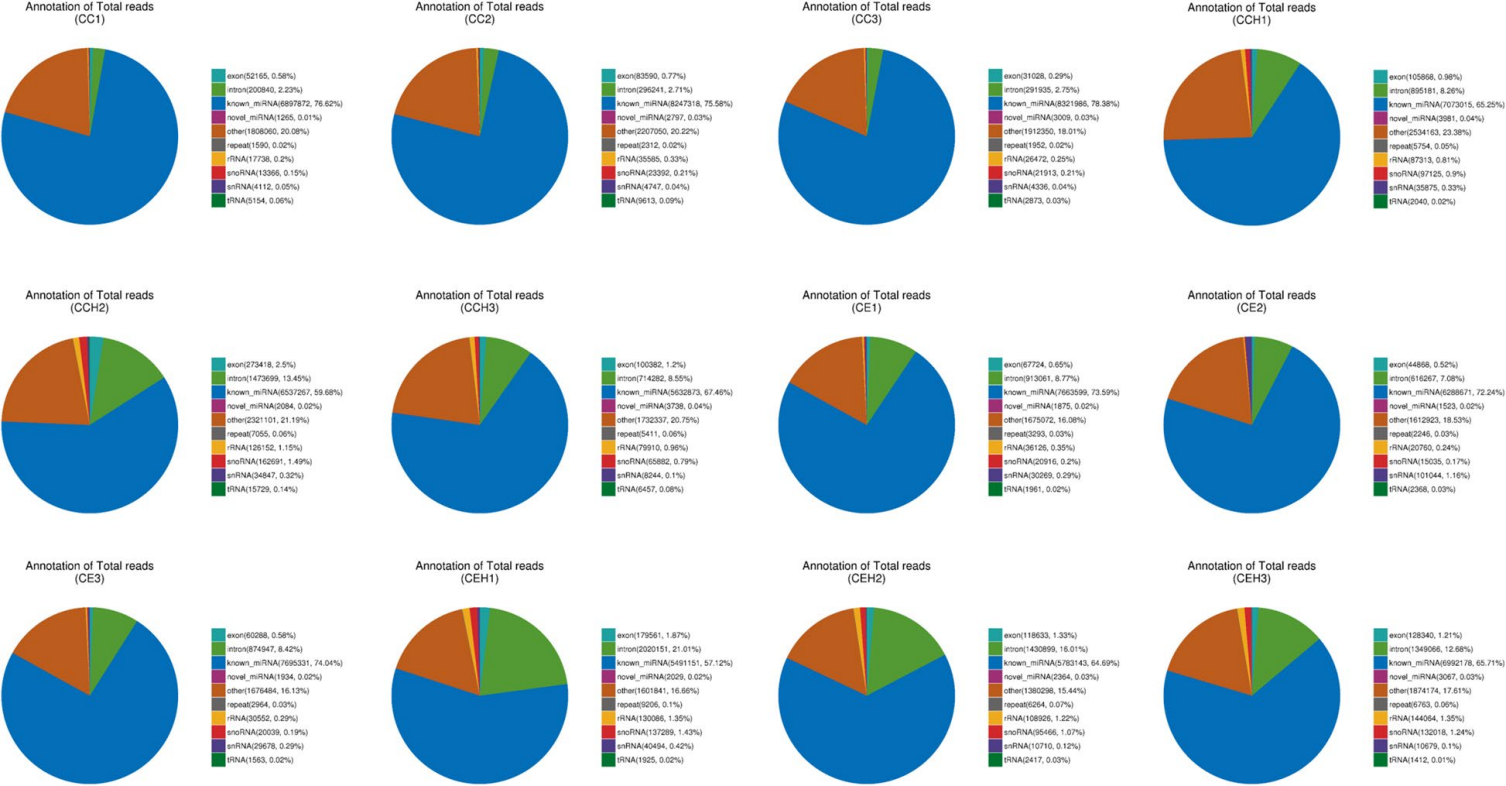
The annotation statistics of the unique reads from samples in each group. ‘other’ represents the unannotated small RNA. (CC1, CC2, CC3 = 10 DPI control groups; CE1, CE2, CE3 = 10 DPI infected groups; CCH1, CCH2, CCH3 = 15 DPI control groups; CEH1, CEH2, CEH3 = 15 DPI infected groups)

**Table 3:** The known and novel miRNAs mapped in chicken genome

	known miRNAs				novel miRNAs				
Types	Mapped mature	Mapped hairpin	Mapped unique sRNA	Mapped total sRNA	Mapped mature	Mapped star	Mapped hairpin	Mapped unique sRNA	Mapped total sRNA
Total	797	667	63,392	158,535,931	91	28	96	1281	45,044
CE1	400	343	2359	7,663,599	24	2	27	34	1875
CE2	370	320	2152	6,288,671	17	2	19	27	1523
CE3	400	344	2262	7,695,331	17	4	18	29	1934
CC1	354	312	2066	6,897,872	21	1	40	70	2029
CC2	420	362	2529	8,247,318	30	4	33	59	2364
CC3	413	355	2474	8,321,986	31	4	39	66	3067
CEH1	457	410	3013	5,491,151	33	5	30	48	1306
CEH2	452	388	2907	5,783,143	28	6	29	47	1324
CEH3	456	400	2941	6,992,178	35	7	31	49	951
CCH1	456	408	2934	7,073,015	41	4	25	53	2369
CCH2	433	384	2940	6,537,267	32	4	46	80	1803
CCH3	435	385	2797	5,632,873	33	4	58	104	2601

### Differentially expressed miRNAs in cecum of infected and control chickens at different time points

Pearson correlation coefficients were used to estimate expression levels to examine the gene expression patterns of miRNAs in different samples. 

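The squared Pearson correlation of log10(TPM + 1) was computed across all of these miRNAs for all 66 pairs of libraries. miRNAs are not independent replicates, so no p was attached to it. Within a group the squared correlation lay between 0.975 and 0.992 over 12 pairs. Between infected and control libraries of the same time point it lay between 0.943 and 0.967 at 10 DPI and between 0.928 and 0.967 at 15 DPI, below every pair within a group. The controls of 10 DPI against the controls of 15 DPI gave 0.919 to 0.963, so uninfected libraries of different time points lay about as far apart as infected and control libraries of the same time point. The lowest of all pairs was 0.885 and the highest 0.992. The value depended on the scale, and without the log the lowest pair gave 0.455.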

The correlation coefficients ranged from 0.885 for CEH2 versus CC1 to 0.992 for CE1 versus CE2 (Fig. 2). 

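Over both time points, 154 miRNAs passed the threshold in at least 1 of the comparisons, 29 at 10 DPI only, 56 at 15 DPI only and 69 at both. The predicted miRNA novel_123 has the mature sequence UGCGCACACACGCGGCCUGAAG, and the deposited values place its precursor on chromosome 22 from 3611669 to 3611730, plus strand, in a chicken genome build that is not given in the sources used here. It had few reads: 4, 15 and 16 in CEH1, CEH2 and CEH3, against 1, 1 and 2 in CCH1, CCH2 and CCH3. At 10 DPI it had 2, 0 and 2 reads in the infected libraries and 0, 1 and 1 in the controls. These counts fell under edgeR's filter on low counts, so the main test did not cover it. DESeq2, which uses another filter, gave it a log2 fold change of 2.98 at 15 DPI with an adjusted p of 0.0222. The paper names the DESeq package for its own calls, and DESeq2 gave the same DEMs here. A DESeq2 call of one of the paper's DEMs is therefore no separate support.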

A total of 161 unique chicken-encoded miRNAs were significantly differentially expressed between the infected and control samples at 10 and 15 DPI, including one (gga-novel-123) novel miRNA from 15 DPI. 

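At 10 DPI the test covered 220 miRNAs and 98 passed the threshold, 50 higher and 48 lower in the infected libraries. At 15 DPI it covered 250 miRNAs and 125 passed, 72 higher and 53 lower. Of all miRNAs tested, 121 of 220 at 10 DPI and 154 of 250 at 15 DPI had the 3 infected libraries all on one side of the 3 controls, an arrangement that chance gives for 10% of miRNAs. Apart from a fold-change minimum, the scaling moved the count most at 10 DPI, where scaling by the total count alone gave 60 DEMs, 19 higher and 41 lower. Upper-quartile scaling gave 68 higher and 37 lower at 10 DPI, and 82 higher and 30 lower at 15 DPI. DESeq2 with its own size factors gave 36 higher and 58 lower at 10 DPI, and 61 higher and 66 lower at 15 DPI. The split into higher and lower therefore moved with the scaling. The largest rise at both time points was that of gga-miR-31-5p, at 10 DPI at 43.4 ± 12.9 in the infected libraries and 1.05 ± 0.557 in the controls (CPM, SD, n = 3), with a log2 fold change of 5.26 (standard error 0.39, adjusted p = 2.98e-06 from edgeR's quasi-likelihood test). gga-miR-7b fell from 314 ± 77.4 to 1.05 ± 0.509 (log2 fold change -8.25, standard error 0.37, adjusted p = 5.30e-08); at 15 DPI it was nearly absent from the controls CCH1 and CCH2. The next largest rise at 15 DPI was that of gga-miR-146b-5p, at 45571 ± 10359 in the infected libraries and 4037 ± 924 in the controls (log2 fold change 3.50, standard error 0.26, adjusted p = 8.46e-04). gga-miR-146b-5p is 3 edits from gga-miR-146a-5p and gga-miR-146c-5p, and the counting could have shared reads among them. The largest fall there, gga-miR-375, had a log2 fold change of -2.89 (standard error 0.89, adjusted p = 0.0317) and lost its call in 5 of 6 repeats that each left out 1 library (adjusted p from 2.60e-04 to 0.0945 over the 6).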

94 and 127 miRNAs were identified as DEMs at 10 and 15 DPI, respectively (Fig. 3; Additional files 1, 2). A total of 101 DEMs were identified to be sample-specific, including 34 from 10 DPI and 67 from 15 DPI. 

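A miRNA past the threshold at only 1 time point is not thereby shown to respond differently at the other, so the difference between the infection effects was tested on its own, as the interaction of infection and time point over all 12 libraries. Of 266 miRNAs tested, 25 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Among the 29 DEMs of 10 DPI only, 9 passed this test, and among the 56 of 15 DPI only, 10 passed. Of the 26 DEMs of 10 DPI only that could be tested at 15 DPI, 17 had the same sign there, and 37 of 47 in the reverse case. The count of 25 was unstable: scaling by the total count gave 5, and leaving out CE2 or CEH3 gave 1 in either case. gga-miR-425-3p rose at 15 DPI (287.7 ± 2.97 in the infected libraries and 140.6 ± 4.82 in the controls, SD, n = 3) and not at 10 DPI (41.1 ± 5.43 in the infected libraries and 39.7 ± 5.26 in the controls), a difference of 0.98 on the log2 scale (standard error 0.19, adjusted p = 0.0165). gga-miR-181a-5p fell at 10 DPI with a log2 fold change of -0.95 and did not change at 15 DPI (-0.01), a difference of 0.93 (standard error 0.17, adjusted p = 0.0165). With total-count scaling the adjusted p of these differences was 0.121 and 0.111.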

60 DEMs were shared at 10 and 15 DPI, of which 24 DEMs were up-regulated and 35 DEMs were down-regulated, interestingly, one (gga-miR-2954) of the DEMs was up-regulated at 10 DPI and down-regulated at 15 DPI (Fig. 4).

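Of the 69 miRNAs past the threshold at both time points, 37 were higher and 30 lower in the infected libraries at both, and 2 went in opposite directions. gga-miR-2954 has the sequence CAUCCCCAUUCCACUCCUAGCA. At 10 DPI its CPM was 813 ± 74.4 in the infected libraries and 169 ± 13.8 in the controls (SD, n = 3), a log2 fold change of 2.27 (standard error 0.15, adjusted p = 1.63e-06 from edgeR's quasi-likelihood test). The values of 15 DPI were 582 ± 13.8 in the infected libraries and 4251 ± 3089 in the controls (log2 fold change -2.87, standard error 0.73, adjusted p = 0.0176). The spread among the controls of 15 DPI was large, because CCH1 and CCH2 held 5755 and 6300 and CCH3 held 698, near the 567 to 594 of the infected libraries. Its call at 15 DPI was lost without CCH2, CEH2 or CEH3, with adjusted p up to 0.0635, and the log2 fold change stayed between -3.36 and -2.49. The second, gga-miR-23b-3p, was higher at 10 DPI (log2 fold change 0.61, standard error 0.22, adjusted p = 0.0447) and lower at 15 DPI (log2 fold change -0.63, standard error 0.18, adjusted p = 0.0278). Its call at 10 DPI was lost in 5 of 6 repeats that each left out 1 library (adjusted p from 0.0436 to 0.185 over the 6), and under 4 alternatives, with adjusted p from 0.00843 to 0.387 over the alternatives. At 15 DPI it was lost without CCH2, CEH2 or CEH3 (adjusted p up to 0.0978). Total-count scaling reduced the shared DEMs to 41, of which gga-miR-2954 alone went in opposite directions.

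**Figure D1:**
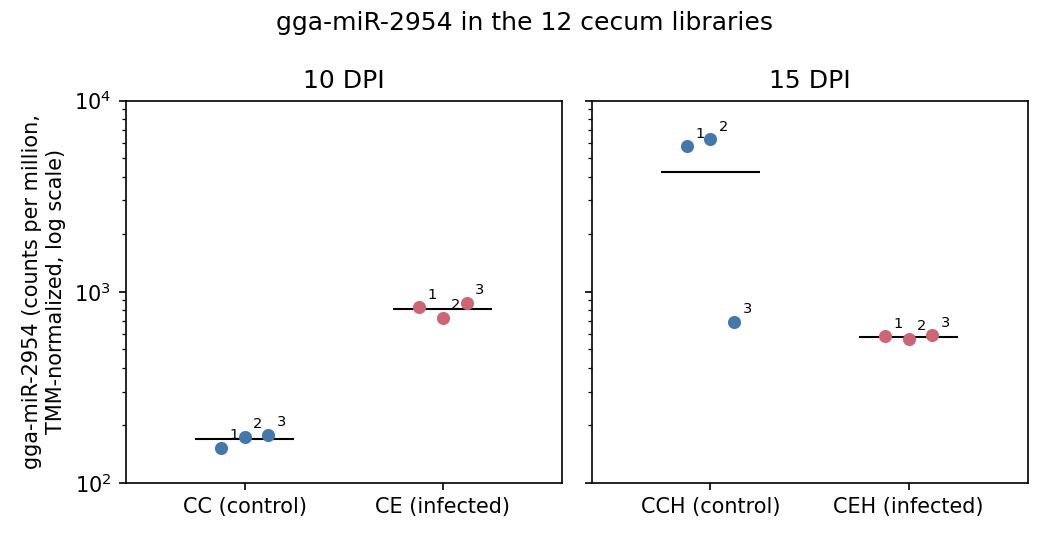
CPM of gga-miR-2954 after TMM scaling (vertical axis, log scale) in each library at 10 DPI (left) and 15 DPI (right). Blue points are controls, red points infected libraries, each with its replicate number, and bars are group means; CCH3 lies at 698, apart from CCH1 and CCH2.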

**Fig. 2:**
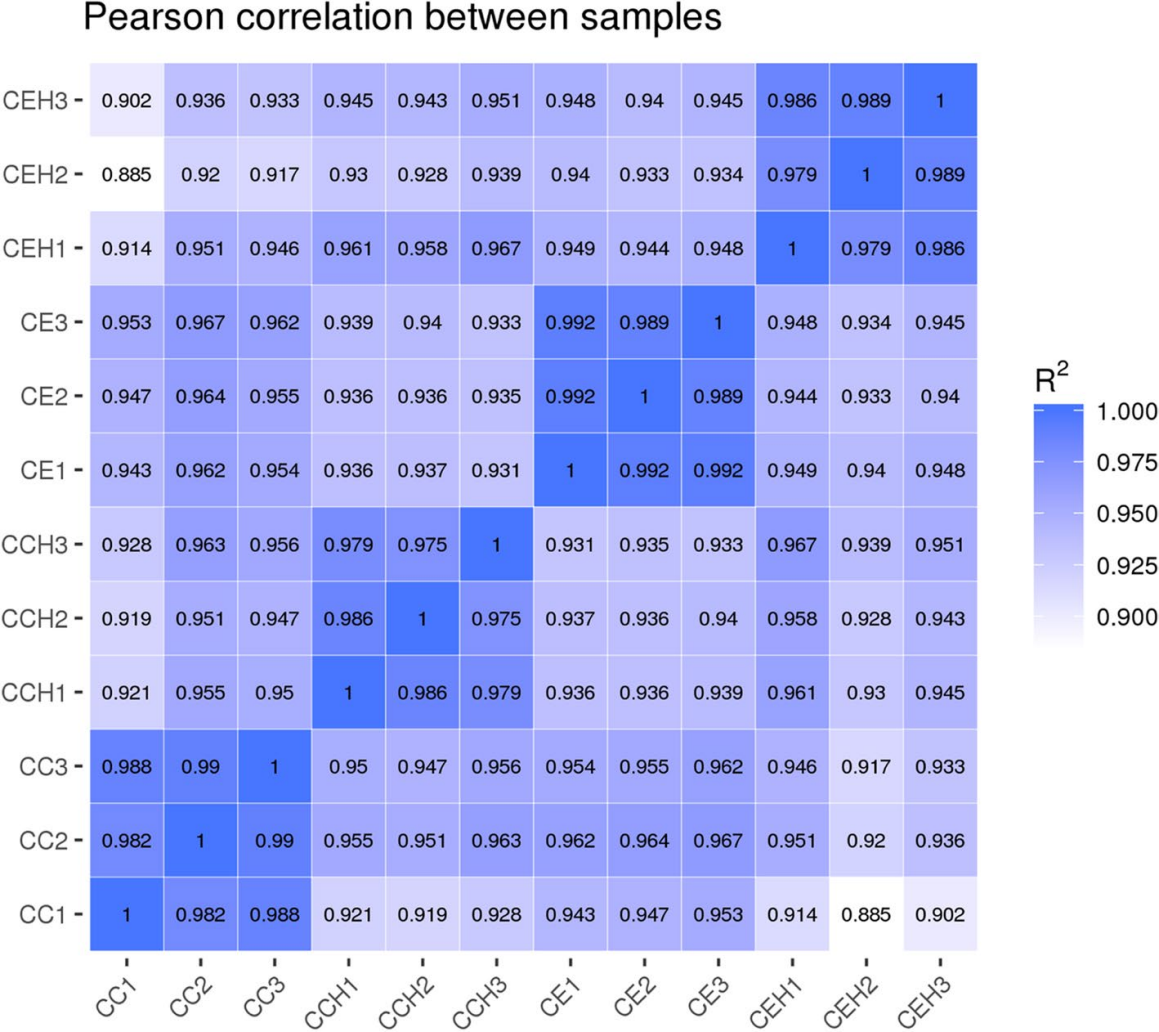
The correlation analysis between samples in different groups. Pearson correlation coefficients were calculated to estimate the association of expression levels between samples

**Fig. 3:**
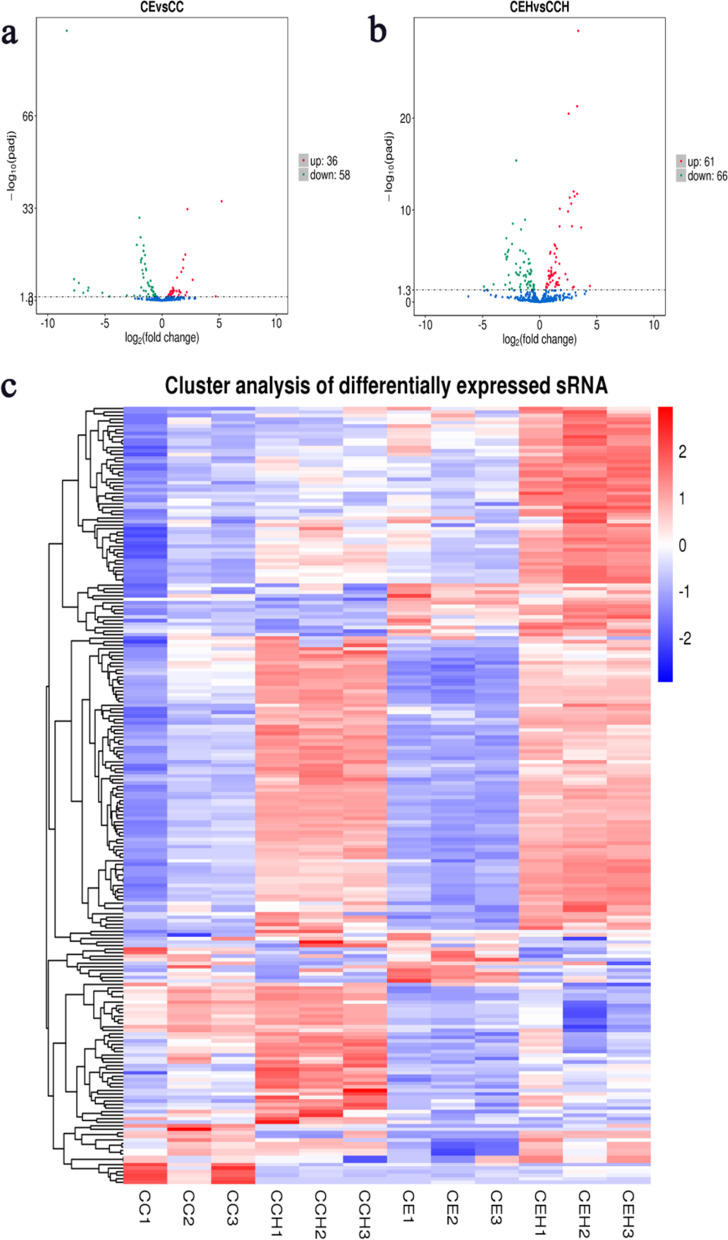
The volcanoplot and heatmap of the differentially expressed miRNAs. **a**, **b** The volcanopiot of the differentially expressed miRNAs at 10 and 15 DPI, respectively. c The heatmap of the differentially expressed miRNAs at 10 and 15 DPI. The blue indicated no significant difference, while the red and green indicated miRNA with significant difference (**a**, **b**). The red indicated higher miRNA expression level and the blue showed lower miRNA expression level (**c**)

**Fig. 4:**
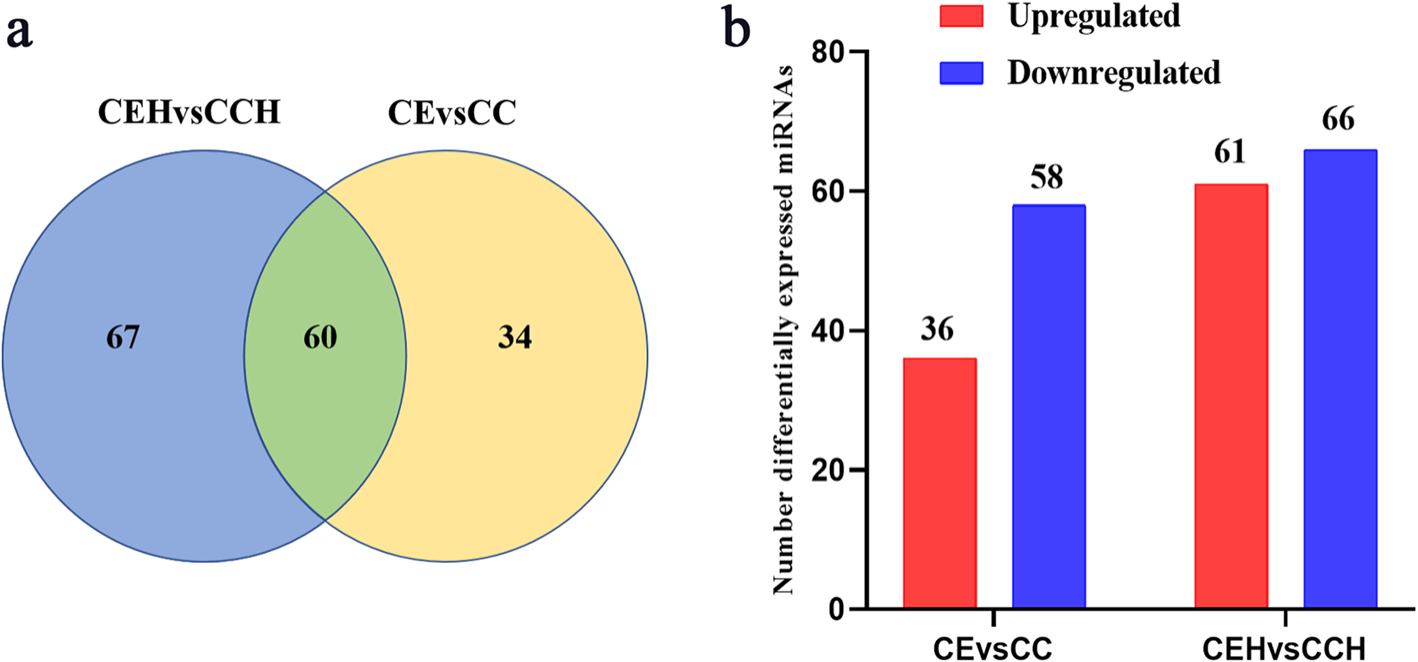
The differential expression analysis of chicken cecal miRNAs between infected and control groups at different periods. **a** The Venn diagrams of the DEMs between the infected and control groups. **b** The number of DEMs between the infected and control groups. (CE vs CC = numbers of 10 DPI DEMs; CEH vs CCH = numbers of 15 DPI DEMs)

### Functional enrichment analysis of target genes of differentially expressed miRNAs

RNAhybrid and Miranda software were used to predict the candidate target genes of each differentially expressed miRNA. A total of 2170 target genes for the 94 DEMs at 10 DPI and 2445 target genes for the 127 DEMs were predicted at 15 DPI. GO functional and KEGG pathway enrichment analyses were performed to better illuminate the functions of the DEMs.

The GO teams include biological process (BP), cellular component (CC), and molecular function (MF). A total of 881 and 1027 significantly enrichen GO terms (*P* < 0.05) were identified from 10 and 15 DPI, respectively. Some of these GO terms were shared at 10 and 15 DPI, for example, single-organism process, single-organism carbohydrate metabolic process in BP, cytoplasm, intracellular part, an intracellular membrane-bounded organelle in CC, protein binding, anion binding, kinase binding in MF (Fig. 5). Moreover, GO terms related to inflammation (e.g., cell proliferation, inflammatory response, interleukin-6 biosynthetic process, chemokine production) and immune function (e.g., death, response to stimulus, mast cell activation involved in immune response, T cell proliferation, B cell selection) were found at 10 and 15 DPI.

**Fig. 5:**
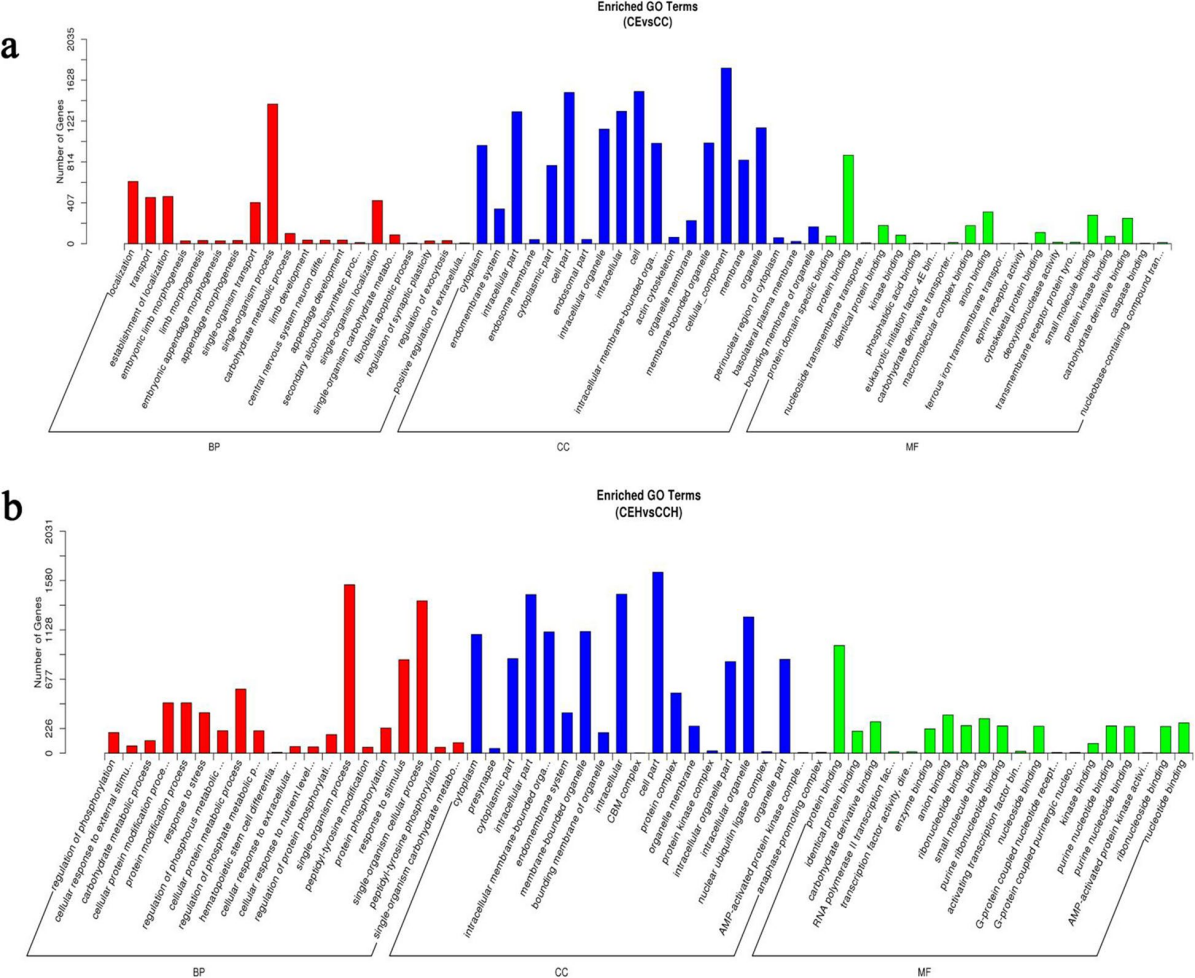
The GO enrichment analysis for target genes of DEMs. **a** The significant enriched GO terms of BP, CC, and MF for target genes of DEMs at CE vs CC. **b** The significant enriched GO terms of BP, CC, and MF for target genes of DEMs at CEH vs CCH. (BP = biological process; CC = cellular component; MF = cellular component)

A total of 148 and 149 KEGG pathways were obtained at 10 and 15 DPI, respectively. The top 20 pathways of KEGG pathway analysis of differentially expressed miRNA target genes are shown in Fig. 6 (Additional file 4). At 10 DPI, only 4 pathways were significantly enriched (*P* < 0.05). Of these, the Hedgehog signaling pathway was the most significantly enriched, which played an important role in the repair of injury and cell proliferation. At 15 DPI, only 3 pathways were significantly enriched (*P* < 0.05). Among them, Endocytosis and Phagosome were associated with defense responses against pathogenic microorganism.

**Fig. 6:**
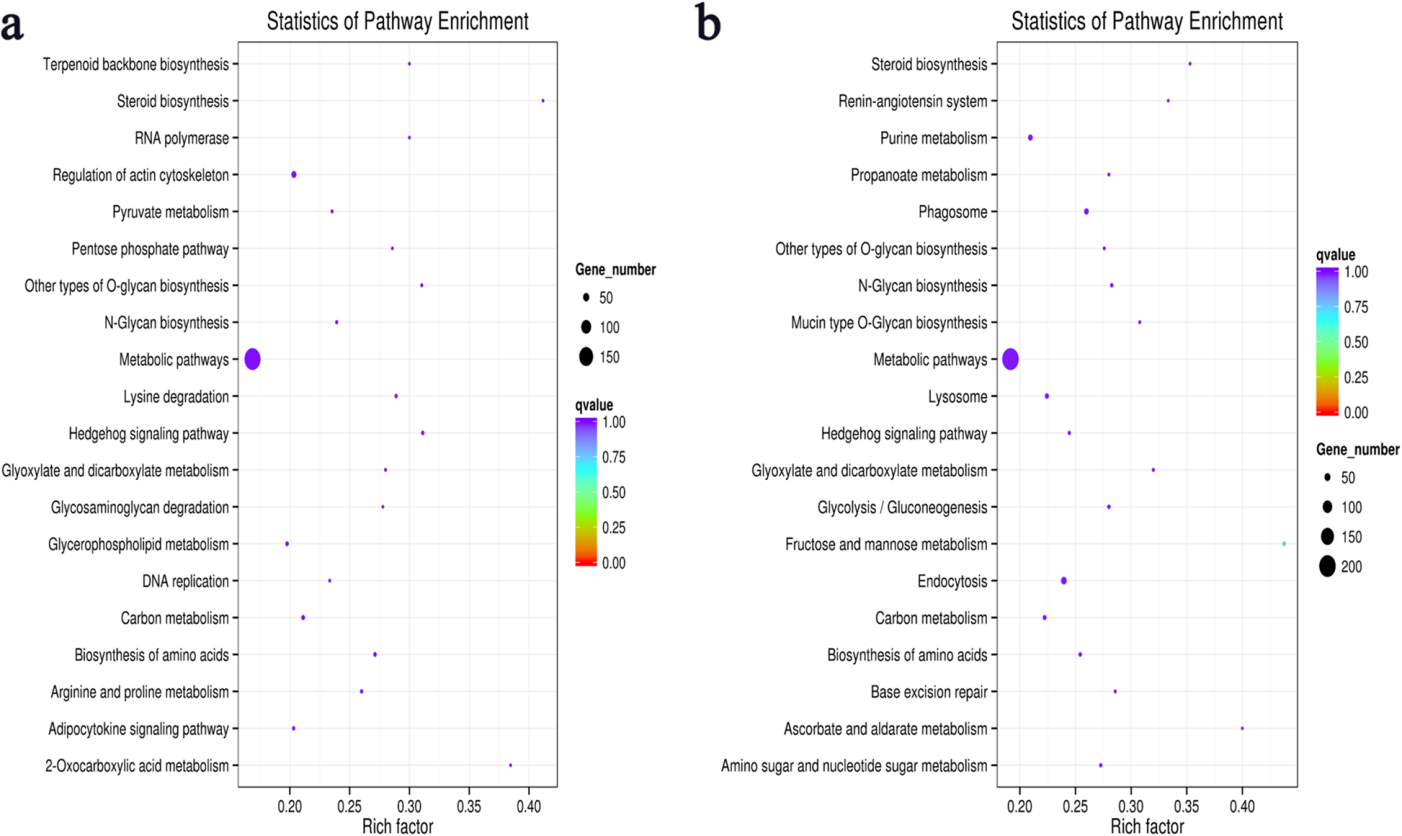
The KEGG pathway analysis for target genes of DEMs. The top 20 KEGG pathways of DEMs at 10DPI **(a)** and 15DPI **(b).** (The point size representss the number of genes enriched in the pathway. The x-axis shows the rich factor; the y-axis shows the pathway names)

### miRNA-gene network analysis

At 10 DPI (Fig. 7a), 24 different genes were possibly regulated by 20 DEMs. Among these genes, 6 target genes were regulated by up-regulated miRNA while 18 target genes were regulated by down-regulated miRNA. Among these DEMs, gga-miR-214 regulated the greatest number of target genes, with 5 targets. 

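Of the 20 miRNAs of Fig. 7a, 18 had enough reads for edgeR's quasi-likelihood test and 16 of these passed the adjusted threshold at 10 DPI. gga-miR-133a-3p and gga-miR-214b-5p did not pass, with adjusted p of 0.0502 and 0.0806, and DESeq2 gave them 0.0204 and 0.0494. gga-miR-449a fell under the filter on low counts, with 5.75 ± 4.73 CPM (SD, n = 3) in the controls and 0.0393 ± 0.0681 in the infected libraries. gga-miR-12241-3p had no read in the infected libraries and 0.623 ± 0.143 in the controls. Against the floor of 3 reads over the infected group it was at least 4.40-fold lower. By DESeq2 all 20 passed, which had to follow, since DESeq2 gave the paper's own DEMs and the figure holds only these.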

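Of the 16 that passed, 5 were higher and 11 lower in the infected libraries. gga-miR-132c-5p rose from 1.29 ± 0.384 to 8.67 ± 1.20 CPM (log2 fold change 2.70, standard error 0.28, adjusted p = 3.22e-05) in edgeR's test. Among the lower ones, gga-miR-128-3p fell from 1468 ± 269 to 714 ± 163 (log2 fold change -1.04, standard error 0.19, adjusted p = 0.00141). gga-miR-34c-5p had the largest fall (log2 fold change -6.32, standard error 1.13, adjusted p = 0.00111), but its controls were uneven at 53.9 ± 56.4, and it is 2 edits from gga-miR-34b-5p. With each library left out in turn, 5 of the 16 lost their call at least once.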

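gga-miR-214, with the sequence ACAGCAGGCACAGACAGGCAG, was measured at 86.0 ± 12.2 in the infected libraries and 127 ± 14.1 in the controls (CPM, SD, n = 3) at 10 DPI (log2 fold change -0.56, standard error 0.18, adjusted p = 0.0285). Every infected library was below every control. The call was lost under 4 alternatives, upper-quartile scaling the furthest, with adjusted p from 0.00703 to 0.219 over the alternatives. It was also lost in 4 of 6 repeats that each left out 1 library (adjusted p from 0.0198 to 0.0918 over the 6).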

The target gene regulated by the greatest number of DEMs was TRAF2, with 3 miRNAs. 

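For 20 of the 22 miRNAs of Fig. 7b the counts at 15 DPI allowed edgeR's test, and 18 passed. The 2 that did not pass were gga-miR-183, with an adjusted p of 0.0687 in controls spread at 20.3 ± 16.0 CPM (SD, n = 3), and gga-miR-193b-3p, with an adjusted p of 0.0559. DESeq2 gave them 0.012 and 0.0182. gga-miR-1674 fell under the filter, at 1.67 ± 0.536 CPM in the infected libraries and 0.193 ± 0.167 in the controls, and DESeq2 gave it an adjusted p of 0.0278. By DESeq2 all 22 passed, which again had to follow, as DESeq2 gave the paper's own DEMs.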

At 15 DPI (Fig. 7b), 29 different genes were possibly regulated by 22 DEMs. Among these genes, 13 target genes were regulated by up-regulated miRNA while 16 target genes were regulated by down-regulated miRNA. Of these DEMs, gga-miR-12,265-5p regulated the greatest number of target genes, with 4 targets and followed by gga-miR-2954, regulated 3 targets. 

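The 18 that passed comprised 11 higher and 7 lower miRNAs. gga-miR-222b-5p rose from 9.21 ± 3.45 to 56.4 ± 10.3 CPM (log2 fold change 2.60, standard error 0.31, adjusted p = 0.00152). gga-miR-132a-3p rose as well (log2 fold change 1.87, standard error 0.25, adjusted p = 0.00225); it lies within 3 edits of gga-miR-132b-3p, which could share its reads. The falls included gga-miR-12225-3p (log2 fold change -2.40, standard error 0.46, adjusted p = 0.00712) and gga-miR-27b-3p (log2 fold change -0.84, standard error 0.15, adjusted p = 0.00619). In leaving out each library in turn, 4 of the 18 lost their call at least once.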

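gga-miR-12265-5p rested on few reads. It had 12 reads over the 3 controls of 15 DPI (0.676 ± 0.55 CPM, SD, n = 3) and 0 over the 3 infected libraries. This puts it at least 4.20-fold lower after infection, against the floor of 3 reads over the infected group. edgeR's filter on low counts left it out of the main test, and DESeq2 gave an adjusted p of 0.0467, which repeats the paper's own call.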

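gga-miR-16-5p, gga-miR-16c-5p, gga-miR-15b-5p and gga-miR-15c-5p were all higher in the infected libraries at 15 DPI. Their log2 fold changes in edgeR's test were 1.43 (standard error 0.22, adjusted p = 0.00404), 0.69 (standard error 0.15, adjusted p = 0.0102), 0.90 (standard error 0.23, adjusted p = 0.0167) and 0.97 (standard error 0.18, adjusted p = 0.00619). They are near copies: gga-miR-15b-5p and gga-miR-15c-5p differ by 1 edit, and gga-miR-16-5p and gga-miR-16c-5p by 2. The counting could have split reads between the members of each pair, so the 4 values are not independent of one another. Without CCH1, gga-miR-15b-5p had an adjusted p of 0.0585.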

The target gene regulated by the greatest number of DEMs was IL5RA, with 4 miRNAs.

**Fig. 7:**
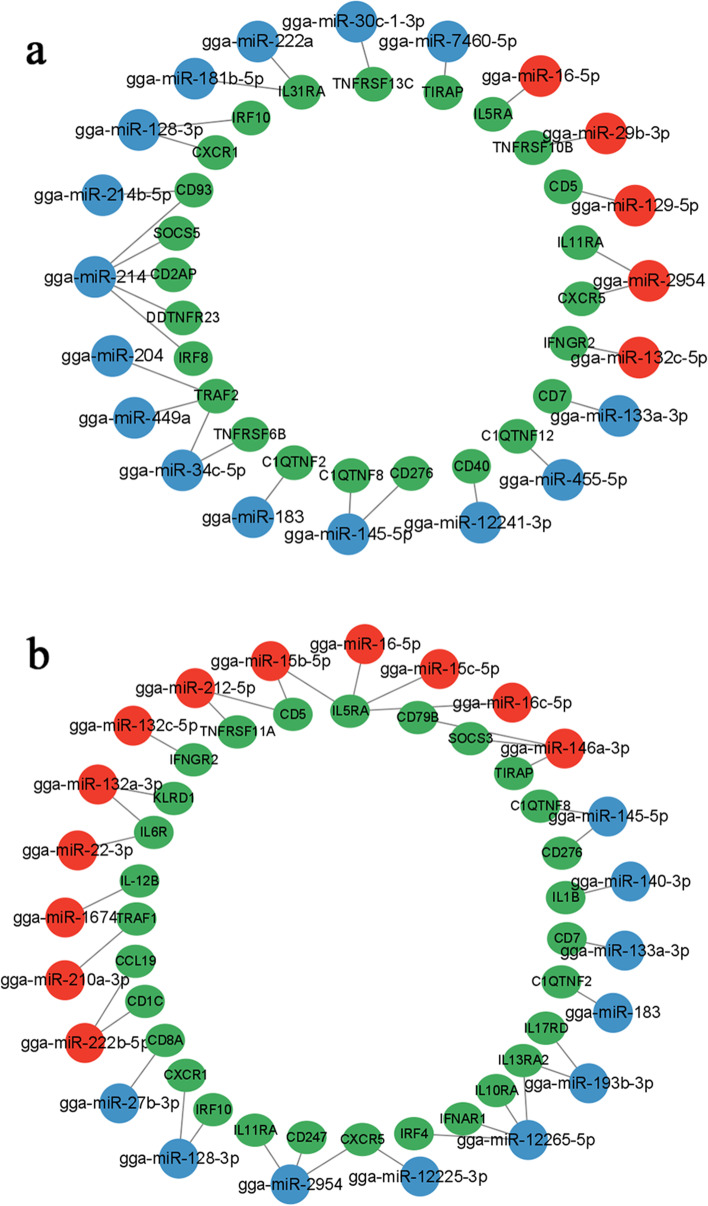
The network analysis of the interaction between the DEMs and their potential target genes. Red indicated up-regulated expressed miRNAs, blue indicated down-expressed miRNAs, and green indicated inflammatory and immunity-related target genes. **a, b** The interaction between the target genes and the DEMs in chicken cecum at 10 and 15 DPI

### Quantitative real-time qPCR validation

The expression patterns of 9 miRNAs measured with RT-qPCR consistent with the high-throughput sequencing results (Fig. 8). 

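On the sequencing side, the miRNAs of Fig. 8 gave 7 comparisons at 10 DPI and 6 at 15 DPI. All 7 at 10 DPI passed edgeR's threshold, 2 higher and 5 lower, and 5 of the 6 at 15 DPI passed, all lower. gga-miR-17-5p was higher at 10 DPI (log2 fold change 0.73, standard error 0.19, adjusted p = 0.00878), lost its call without CE1 (adjusted p = 0.0544) and with total-count scaling (adjusted p = 0.22), and is 3 edits from gga-miR-106-5p, gga-miR-20a-5p and gga-miR-20b-5p. gga-miR-183 was lower there (log2 fold change -1.29, standard error 0.36, adjusted p = 0.0145), a call lost without CC3 or CE1 and in a fit of all 12 libraries (adjusted p = 0.12). gga-miR-1677-3p was lower at 15 DPI (log2 fold change -1.10, standard error 0.30, adjusted p = 0.0235), a call lost without CCH1, CEH2 or CEH3 and with upper-quartile scaling (adjusted p = 0.0566). Leaving out a library cost 3 of the 7 their call at 10 DPI and 4 of the 5 at 15 DPI. The RT-qPCR values are not analysed here.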

The results verified the accuracy and reliability of the high-throughput sequencing results.

**Fig. 8:**
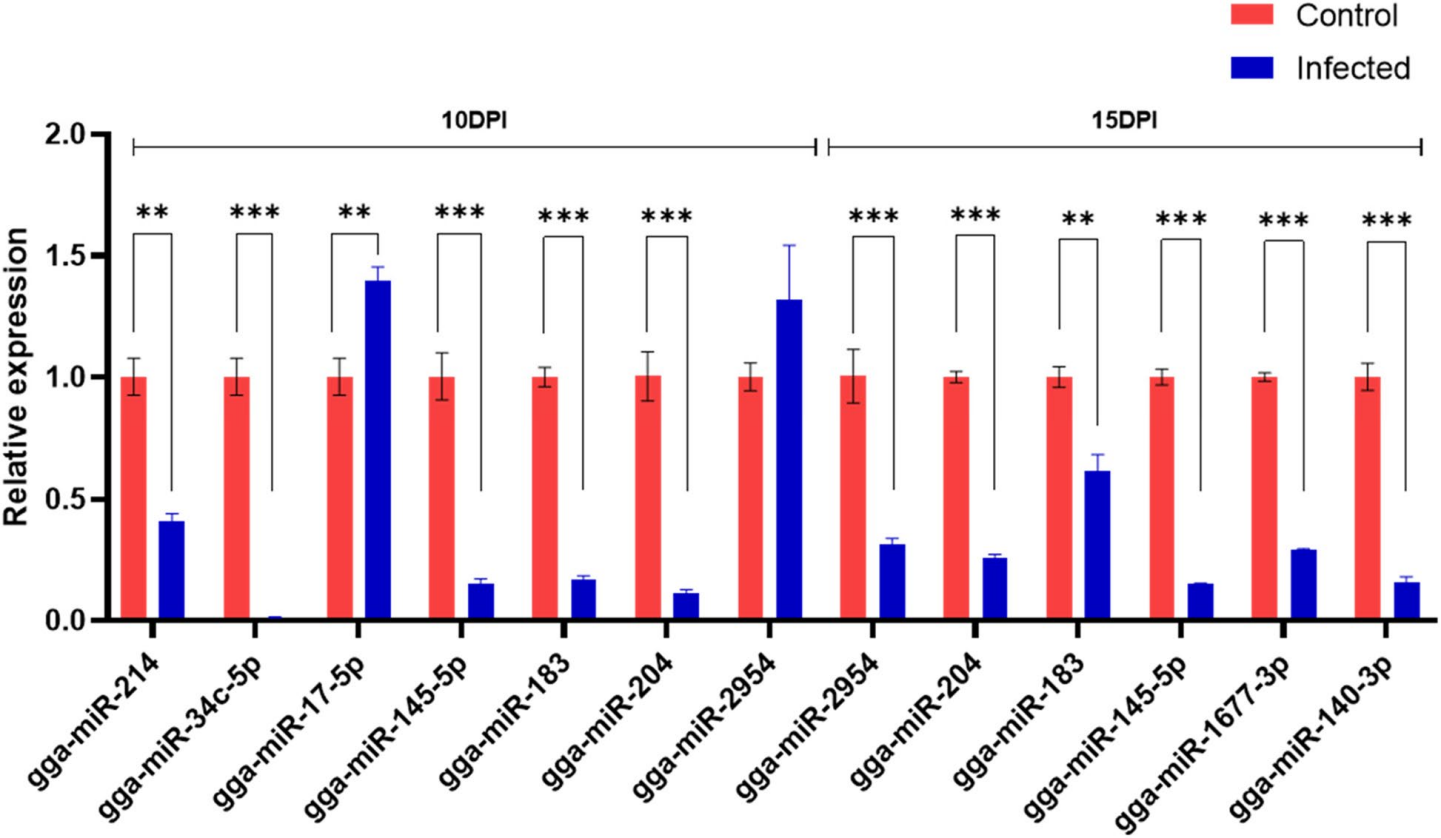
The expression level of differentially expressed miRNAs validated by RT-qPCR. MicroRNA expression was quantified relative to the expression level of U6 using the comparative cycle threshold (△CT) method. (* *P*<0.05, ** *P*<0.01, *** *P*<0.005)

## Discussion

In this experiment, 94 and 127 miRNAs were identified as DEMs in chicken cecum samples at 10 and 15 DPI, respectively. It is obvious that more DEMs were identified in cecum samples at 15 DPI, and simultaneously, more severe pathological damage was also observed at this time point in this study. These not only represent the differences in the induced responses of the host between the two time points, but also imply that *H. meleagridis* infection may induce more biological processes involved in the host pathological formation at 15 DPI compared to 10 DPI. 

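The main comparison gave 98 DEMs at 10 DPI and 125 at 15 DPI, DESeq2 gave 94 and 127, and edgeR's exact test gave 85 and 122. Total-count scaling gave 60 and 125, and upper-quartile scaling 105 and 112. At an adjusted p under 0.01 the counts were 67 and 71. With each library left out in turn they ranged from 70 to 98 at 10 DPI and from 83 to 124 at 15 DPI. The lowest counts of 15 DPI, 83 without CEH3 and 96 without CCH1, CCH2 or CEH2, lay within the range of 10 DPI. The test covered 220 miRNAs at 10 DPI and 250 at 15 DPI. From the larger number of DEMs and the more severe lesions at 15 DPI, the paper proposes that more biological processes of the host pathology are induced then.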

Among all of the identified DEMs, 60 DEMs were shared at 10 and 15 DPI. Interestingly, only one (gga-miR-2954) miRNA was up-regulated at 10 DPI and down-regulated at 15 DPI. Recent studies have revealed that miR-2954 plays an extensive regulatory role in normal development and disease [32–35]. And the other 59 DEMs showed the similar expression patterns at the two time points, indicating that these miRNAs were involved in the regulation of persistent infection of *H. meleagridis*. In addition, the numerous DEM homologs, including miR-29b-3p, miR-449a, let-7b, miR-146a-5p, miR-204, miR-128-3p, and miR-31-5p, miR-133a-3p, obtained from the chicken cecum in this study, has been shown to be associated with the intestinal mucosal integrity [36], intestinal inflammatory response [37–42], suggesting that these DEMs or DEM homologs may play the important roles in the cecum response against *H. meleagridis*. For instance, miR-133a-3p showed a downregulated expression in the cecum tissue of chickens following *H. meleagridis* infection at both time points, which was consistent with that in intestine of chicken coccidiosis [43], but showed an opposite expression pattern in cecum of chicken Salmonellosis [44]*.* A previous study found that miR-133a-3p inhibited the proliferation and promoted the apoptosis of intestinal epithelial cells by limiting the expression of TAGLN2 [36]. This indicates that miR-133a-3p might have a central role in chickens resistance to pathogenic, and could be responsible for the persistent inflammatory response and intestinal mucosal integrity in host cecum throughout the infection process.

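Across the 213 miRNAs tested at both time points, the log2 fold change had the same sign at 10 and 15 DPI for 166. The correlation across miRNAs was 0.471 (Pearson's r) and 0.711 (Spearman's rho), and miRNAs are not independent replicates. The comparisons share no library, so no control enters both. Among the DEMs shared by the time points, 67 of 69 had the same direction. Of these 67, 4 differed in size between the time points by edgeR's interaction test. Under DESeq2 the shared DEMs numbered 60, and 59 kept their direction. From this similarity the paper concludes that these miRNAs take part in the regulation of persistent infection.

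**Figure D2:**
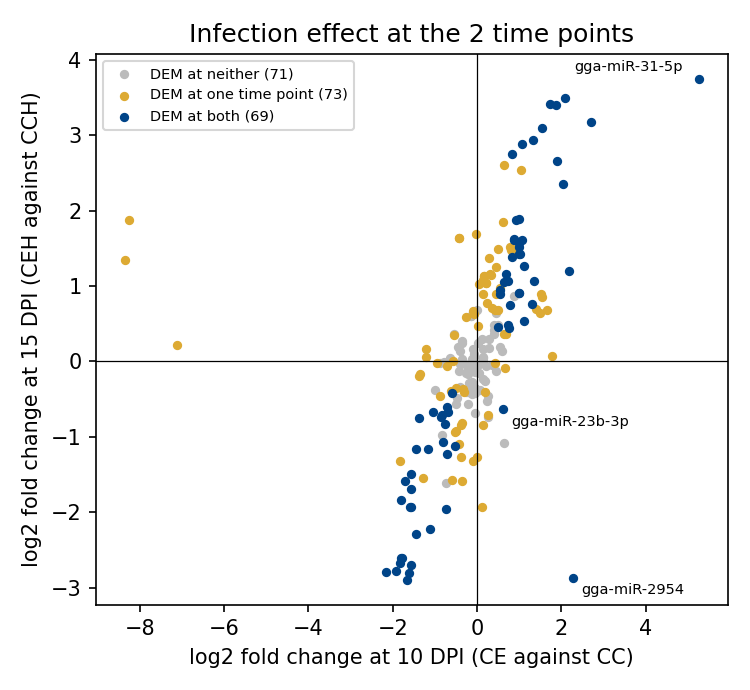
log2 fold change of infected against control libraries at 10 DPI (horizontal axis) and 15 DPI (vertical axis) for the 213 miRNAs tested at both. Each point is a miRNA, blue for a DEM at both time points (69), yellow for a DEM at 1 of them (73) and grey for neither (71); gga-miR-2954 and gga-miR-23b-3p are the blue points in the lower right.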

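gga-miR-31-5p had the largest rise of these at 15 DPI too, at 30.7 ± 18.5 in the infected libraries and 2.25 ± 1.01 in the controls (CPM, SD, n = 3), with a log2 fold change of 3.75 (standard error 0.64, adjusted p = 0.00531 from edgeR's test). gga-miR-146a-5p was higher at 10 DPI (log2 fold change 1.36, standard error 0.19, adjusted p = 1.83e-04) and at 15 DPI (log2 fold change 1.07, standard error 0.20, adjusted p = 0.00619). gga-miR-204 was lower at 10 DPI (log2 fold change -1.38, standard error 0.31, adjusted p = 0.00399) and at 15 DPI (log2 fold change -0.75, standard error 0.24, adjusted p = 0.0372), where the call was lost in 5 of 6 repeats that each left out 1 library (adjusted p from 0.0147 to 0.121 over the 6). gga-miR-128-3p was also lower at 15 DPI (log2 fold change -0.66, standard error 0.13, adjusted p = 0.00716), with adjusted p from 7.74e-04 to 0.0677 over the alternatives. gga-miR-29b-3p was higher at 10 DPI (log2 fold change 1.51, standard error 0.39, adjusted p = 0.00867), a call lost without CC3 or CE1, but not distinguishable at 15 DPI (adjusted p = 0.162). gga-let-7b did not pass at 10 DPI (adjusted p = 0.109) and was lower at 15 DPI (log2 fold change -0.36, standard error 0.11, adjusted p = 0.0317), a call lost in 5 of 6 repeats without 1 library; it is 1 edit from gga-let-7c-5p, so reads could be shared. At 15 DPI gga-miR-449a was near the detection limit in both groups, at 0.161 ± 0.149 in the controls and 0.579 ± 0.177 in the infected libraries.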

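gga-miR-133a-3p was measured at 157 ± 37.4 in the infected libraries and 225 ± 17.9 in the controls at 10 DPI (CPM, SD, n = 3), a log2 fold change of -0.52 (standard error 0.20). It was 1013 ± 295 in the infected libraries and 1937 ± 70.7 in the controls at 15 DPI, with a log2 fold change of -0.94 (standard error 0.21, adjusted p = 0.0108 from edgeR's test). The infected libraries lay below the controls at both time points. Leaving out CEH2 took the adjusted p at 15 DPI to 0.0608. gga-miR-133c-3p differs from it by 1 edit, and the counting could have divided reads between them.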

At present, the research on host immune and inflammatory response caused by *H. meleagridis* infection was mainly focused on T cells, especially the immune and inflammatory response mediated by Th1 cells [45–47]. In this study, 27 GO terms related to T cell differentiation and function were screened to analyze the functions of the genes enriched into these terms (Additional file 3). The main findings of present work are summarized in Table 4. A large number of candidate target genes were involved in the promotion of Th1 and Th17 responses at both time points. In addition, we found that some candidate target genes inhibited Th2 responses at 10 DPI, while at 15 DPI, others candidate target genes promoted Th2 response. For example, RARA, having been shown to be involved in the differentiation of Th1 or Th2 cells [52, 58], was found to be potentially targeted by gga-miR-2954 that showed an up-regulated expression at 10 DPI and a down-regulated expression at 15 DPI. Moreover, PIPK2 [53], MALT1 [54], SOCS5 [50], STAT3 [51], IL12B [56], and IRF4 [57] has been shown to be associated with Th response. Among these, PIPK2 and MALT1 has been shown to be associated with promotion of Th1 and Th17 differentiation, respectively [53, 54]. STAT3 was capable of inhibiting Th2-mediated immune responses [51]. IRF4 has been shown to be related to promoting the differentiation of Th2 cell [57]. 

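gga-miR-7460-3p was lower after infection at 10 DPI, at 44.2 ± 12.7 in the infected libraries and 154 ± 23.6 in the controls (CPM, SD, n = 3), log2 fold change -1.80, standard error 0.23, adjusted p = 1.03e-04, in edgeR's test. At 15 DPI it was 131 ± 103 in the infected libraries and 468 ± 136 in the controls (log2 fold change -1.84, standard error 0.57, adjusted p = 0.0336), and the call was lost in 4 of 6 repeats that each left out 1 library (adjusted p from 0.00196 to 0.107 over the 6). gga-miR-145-5p was lower at 10 DPI (log2 fold change -0.72, standard error 0.18, adjusted p = 0.00682), where the adjusted p ran from 8.89e-04 to 0.0703 over the alternatives, the last with upper-quartile scaling. At 15 DPI it fell from 27087 ± 2668 to 11523 ± 3915 (log2 fold change -1.23, standard error 0.25, adjusted p = 0.00716). Target genes were not measured in these libraries.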

In this study, the potentially interactive combinations gga-miR-7460-3p/PIPK2 and gga-miR-145-5p/MALT1 at both time points, gga-miR-214/STAT3 at 10 DPI, and gga-miR-12,265-5p/IRF4 at 15 DPI may play the key roles in regulation of the Th cells responses in chicken cecum tissue infected with *H. meleagridis.* This showed that the host initiated different signaling pathways by the miRNAs and their targets to regulate Th cell differentiation to cope with the development of infection.

**Table 4:** Target genes and miRNA affection on Th cells at 10 and 15 DPI in GO terms

Infection time	miRNA	miRNA expression pattern	Target gene	Target gene affection on Th cells
10DPI	gga-miR-145-5p	down	CD276 [48] (B7-H3)	Inhibit Th2 Promote Th1/Th17
	gga-miR-214	down	LEF1 [49]	Inhibit Th2
	gga-miR-214	down	STAT3 [50]	Promote Th1/Th17
	gga-miR-214	down	SOCS5 [51]	Promote Th1
	gga-miR-2954	up	RARA [52]	Promote Th1
	gga-miR-7460-3p	down	RIPK2 [53]	Promote Th1/Th17
	gga-miR-145-5p	down	MALT1 [54]	Promote Th17
15DPI	gga-miR-7460-3p	down	RIPK2 [53]	Promote Th1/Th17
	gga-miR-145-5p	down	MALT1 [54]	Promote Th17
	gga-miR-148b-5p	down	STAT3 [50]	Promote Th1/Th17
	gga-miR-12,265-5p	down	RHOA [55]	Promote Th1/Th17
	gga-miR-1674	up	IL-12B [56]	Promote Th1
	gga-miR-12,265-5p	down	IRF4 [57]	Inhibit Th2
	gga-miR-2954	down	RARA [58]	Inhibit Th2

A total of 24 and 29 cytokines related to inflammation and immunity were selected at 10 and 15 DPI, respectively. The relationship between these target genes and Th cell and the results of these analyses are shown in Table 5. For example, IL11RA, having been shown to be involved in the differentiation of Th2 cells [59], was found to be potentially targeted by gga-miR-2954 that showed an up-regulated expression at 10 DPI and a down-regulated expression at 15 DPI. IL5RA [63], IFNGR2 [60], CD5 [61], CD2AP [68], CD276 [48], CCL19 [69], and TRAF1 [80] are involved in the regulation of Th cell responses. Among them, IL5RA has been shown to be associated with promote Th1 cell differentiation [63]. CD5 has been found to be involved in inhibiting Th2 cell differentiation [61]. TRAF1 has been shown to be associated with promote Th2 cell differentiation [80]. In this study, the potentially interactive combinations of gga-miR-16-5p/IL-5RA at both time points, gga-miR-129-5p/CD5 at 10 DPI, gga-miR-222b-5p/TRAF1 at 15 DPI may supports and extends the findings of GO enrichment analysis. These results may explain why more severe cecum lesions and inflammatory responses were observed from 10 to 15 days after infection, and why cecum lesions and inflammatory responses gradually abated from 15 days later.

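gga-miR-16-5p was higher after infection at 10 DPI, at 134 ± 22.6 in the infected libraries and 65.6 ± 13.3 in the controls (CPM, SD, n = 3), log2 fold change 1.03, standard error 0.21, adjusted p = 0.00271, in edgeR's test. gga-miR-129-5p was higher at 10 DPI, at 60.3 ± 17.9 in the infected libraries and 27.8 ± 5.14 in the controls (log2 fold change 1.11, standard error 0.25, adjusted p = 0.00459), with adjusted p from 3.51e-05 to 0.051 over the alternatives, the last with total-count scaling. For both, all 3 infected libraries exceeded all 3 controls.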

**Table 5:** Cytokines and miRNA affection on Th cells at 10 and 15 DPI

Infection time	miRNA	miRNA expression pattern	Cytokine	Cytokine affection on Th cells
10DPI	gga-miR-2954	up	IL11RA [59]	Inhibit Th2
	gga-miR-16-5p	up	IL5RA [60]	Inhibit Th2
	gga-miR-129-5p	up	CD5 [61]	Inhibit Th2
	gga-miR-145-5p	down	CD276 [48] (B7-H3)	Inhibit Th2 Promote Th1/Th17
	gga-miR-7460-5p	down	TIRAP [62]	promote Th1
	gga-miR-132c-5p	up	IFNGR2 [63]	promote Th1
	gga-miR-214	down	SOCS5 [51]	promote Th1
	gga-miR-214	down	IRF8 [64–66]	promote Th1 Inhibit Th17/TFH
	gga-miR-214	down	CXCR5 [67]	Inhibit TFH
	gga-miR-2954	up	CD2AP [68]	Inhibit TFH
15DPI	gga-miR-2954, gga-miR-12,225-3p	down	IL11RA [59]	promote Th2
	gga-miR-222b-5p	up	TRAF1 [69]	promote Th2
	gga-miR-12,265-5p, gga-miR-193b-3p	down	IL13RA2 [70, 71]	Inhibit Th2 Promote Th1/Th17
	gga-miR-16-5p, gga-miR-15b-5p, gga-miR-15c-5p, gga-miR-16c-5p	up	IL5RA [72]	Inhibit Th2
	gga-miR-212-5p, gga-miR-15b-5p	up	CD5 [61]	Inhibit Th2
	gga-miR-146a-3p	up	SOCS3 [73]	Inhibit Th2
	gga-miR-132a-3p, gga-miR-22-3p	up	IL6R [74]	promote Th2 Inhibit Th1
	gga-miR-27b-3p	down	CD8A [75]	promote Th1
	gga-miR-132c-5p	up	IFNGR2 [63]	promote Th1
	gga-miR-1674	up	IL12B [56]	promote Th1
	gga-miR-193b-3p	down	IL17RD [76, 77]	promote Th17
	gga-miR-7460-5p	down	IL1B [78]	Promote Th1/Th17
	gga-miR-12,265-5p	down	IL10RA [79]	Inhibit Th1/Th17
	gga-miR-222b-5p	up	CCL19 [80]	Inhibit Th1
	gga-miR-146a-3p	up	TIRAP [62]	Inhibit Th1
	gga-miR-2954, gga-miR-12,225-3p	down	CXCR5 [60]	Promote TFH

In the KEGG pathway enrichment analysis of this study, in different periods after *H. meleagridis* infection, the host responds to the development of the disease by regulating different signal pathways (Additional file 4). The Hedgehog signaling pathway (Additional files 5, 7) at 10 DPI has been proved to play an important role in the development and function of the intestinal mucosa, gastrointestinal inflammation, and immune regulation [81, 82]. Activating the Hedgehog signal pathway inhibits the development of colitis by up-regulating the expression of anti-inflammatory cytokine IL-10 [83] while inhibiting the Hedgehog signal pathway lead to inflammatory bowel disease [84]. Gli1 and Gli2 has been shown to involved in activate the Hedgehog signal pathway to inhibit intestinal inflammation and balance inflammatory cytokines [85, 86]. In DEMs involved in the Hedgehog signaling pathway, gga-miR-6606-5p/Gli1 and gga-miR-7460-3p/Gli2 may have an important role in activating Hedgehog signaling pathway. 

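gga-miR-6606-5p had no read in CE1, CE2 and CE3 and 130 reads over the 3 controls of 10 DPI, or 5.35 ± 1.58 CPM (SD, n = 3). Against the floor of 3 reads over the infected group this was at least 37.8-fold lower (adjusted p = 5.38e-05 from edgeR's test). It was also without a read in the 15 DPI controls CCH1 and CCH2, and present at 7.43 TPM in CCH3 and 5.45 to 6.90 in the infected libraries of 15 DPI.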

The Phagosome (Additional files 6, 8) at 15 DPI has been shown to play an important role in the removal of pathogenic microorganisms [87, 88]. ITGB2 and SCARB1 capable of regulating the phagocytosis-promoting receptors on the surface of phagocytes [89]. In addition, SCARB1 has been shown to increase the number of anti-inflammatory macrophages and the expression of anti-inflammatory genes and is beneficial to tissue repair and regeneration [90]. RILP, M6PR, and CTSS has been demonstrated to participate in the fusion of phagosomes and late endosomes, the transport of cathepsin precursors, and the formation of cathepsin in lysosomes, respectively [91–93]. In DEMs involved in the Phagosome pathway, gga-miR-146c-5p/ ITGB2, gga-miR-140-3p/ SCARB1, gga-miR-145-5p/ RILP, gga-miR-148b-5p/ M6PR, and gga-miR-146a-3p/CTSS potentially involved with improved phagocytosis efficiency of Phagosome. This shows that the responses of host to *H. meleagridis* infection were different at 10 and 15 DPI, it mainly through the regulation of inflammatory responses at 10 DPI, while at 15 DPI, it could be mainly to remove *H. meleagridis*.

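At 15 DPI gga-miR-146c-5p was higher after infection, at 13209 ± 939 in the infected libraries and 6298 ± 260.5 in the controls (CPM, SD, n = 3), log2 fold change 1.07, standard error 0.12, adjusted p = 0.0014, in edgeR's test. gga-miR-146a-3p was higher as well (log2 fold change 1.05, standard error 0.21, adjusted p = 0.00716). Lower were gga-miR-148b-5p (log2 fold change -0.93, standard error 0.29, adjusted p = 0.0334) and gga-miR-140-3p (log2 fold change -0.41, standard error 0.13, adjusted p = 0.0422). Upper-quartile scaling removed both of these calls, and edgeR's exact test, total-count scaling and no filter removed the latter too, with adjusted p over the alternatives from 0.00938 to 0.0867 and from 0.018 to 0.363. Taking the replicate number as a block also removed both (adjusted p = 0.0695 and 0.0914), although these numbers do not pair the libraries. The former was lost in 4 of 6 repeats that each left out 1 library (adjusted p from 0.0242 to 0.107 over the 6), and the latter in 5 of 6 such repeats (adjusted p up to 0.19).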

## Conclusions

At 10 and 15 DPI, a total of 161 DEMs were found, many of which are known to regulate host immune and inflammatory responses. Compared with 10 DPI, more DEMs were found at 15 DPI. KEGG enrichment analysis showed that the responses of the body to *H. meleagridis* infection were different at 10 and 15 DPI. GO enrichment analysis and miRNA-gene network analysis revealed that the immune response of the host caused by *H. meleagridis* infection is not limited to Th1.

## Supplementary Information

**Additional file 1: Table S1.** Differentially expressed miRNAs between CE and CC samples

**Additional file 2: Table S2.** Differentially expressed miRNAs between CEH and CCH samples

**Additional file 3: Table S3.** T cell related GO terms of target genes of DEMs obtained from the samples at 10 and 15 DPI

**Additional file 4: Table S4.** KEGG pathways of target genes of DEMs obtained from the samples at 10 and 15 DPI

**Additional file 5: Table S5.** Differentially expressed miRNAs induced by *H. meleagridis* at 10 DPI regulating the gene expression in Hedgehog signaling pathway

**Additional file 6: Table S6.** Differentially expressed miRNAs induced by *H. meleagridis* at 15 DPI regulating the gene expression in Endocytosis and Phagosome pathway

**Additional file 7.**

**Additional file 8.**

## Data Availability

The datasets supporting the findings of this article are included within the article. All sequence data was submitted to the NCBI Gene Expression Omnibus (GEO) public database (http://www.ncbi.nlm.nih.gov/geo/) with the GEO accession number GSE193859.

## Abbreviations

DEMs: Differentially expressed miRNAs
TPM: The number of transcripts per million clean tags
DPI: day Post-infection
GEO: Gene Expression Omnibus
GO: Gene ontology
IL: Interleukin
ILR: Interleukin receptor
KEGG: Kyoto Encyclopedia of Genes and Genomes
RT-qPCR: Quantitative reverse transcription real-time PCR
sRNA: Small RNA
TNF: Tumor necrosis factors
TRAF: TNF receptor-associated factor
YY1: Yin Yang1
PI3K: phosphoinositide 3-kinases
CLIC4: chloride intracellular channel protein 4
NLRP3: leucine-rich repeat-containing protein 3
MMP8: matrix Metallo proteinase-8X
NF-_Κ_B: nuclear factor kappa-light-chain-enhancer of activated B cells
Th: T-helper
TFH: follicular helper T
LEF1: Lymphoid enhancer binding factor-1
STAT: signal transducer and activator of transcription
SOCS: suppressor of cytokine signaling
RARA: Retinoic acid receptor alpha
RIPK2: threonine-protein kinase-2
MALT1: Mucosa-associated lymphoid tissue lymphoma translocation protein 1
RHOA: The small GTPase
IFN: Interferons
IRF: interferon regulatory factor
IFNGR2: interferon-gamma receptor 2
TIRAP: Toll/interleukin-1 receptor adapter protein
CXCR: C-X-C chemokine receptor type
CD2AP: CD2 associated protein
CD8A: cluster of differentiation 8a
CCL19: CC-chemokine ligand 19
Gli: glioma associated oncogene
ITGB2: integrin subunit beta 2
SCARB1: scavenger receptor class B member I
RILP: Rab-interacting lysosomal protein
M6PR: Mannose-6-phosphate reductase
CTSS: Cathepsin S

## References

[1] Tyzzer EE (1920). The Flagellate Character and Reclassification of the Parasite Producing "Blackhead" in Turkeys: Histomonas (Gen. nov.) meleagridis (Smith). J Parasitol.

[2] McDougald LR (2005). Blackhead disease (histomoniasis) in poultry: a critical review. Avian Dis.

[3] Graybill HW, Smith T (1920). Production Of Fatal Blackhead In Turkeys By Feeding Embryonated Eggs Of Heterakis Papillosa. J Exp Med.

[4] Beckmann JF, Dormitorio T, Oladipupo SO, Bethonico Terra MT, Lawrence K, Macklin KS, Hauck R (2021). Heterakis gallinarum and Histomonas meleagridis DNA persists in chicken houses years after depopulation. Vet Parasitol.

[5] Liu D, Kong L, Tao J, Xu J (2018). An Outbreak of Histomoniasis in Backyard Sanhuang Chickens. Korean J Parasitol.

[6] Windisch M, Hess M (2010). Experimental infection of chickens with Histomonas meleagridis confirms the presence of antibodies in different parts of the intestine. Parasite Immunol.

[7] Liebhart D, Ganas P, Sulejmanovic T, Hess M (2017). Histomonosis in poultry: previous and current strategies for prevention and therapy. Avian Pathol.

[8] Xu J, Qu C, Guo P, Zhuo Z, Liu D, Tao J (2018). Epidemic Characteristics of Clinical Histomoniasis in Chicken Flocks in Eastern China. Avian Dis.

[9] Hess M, Liebhart D, Bilic I, Ganas P (2015). Histomonas meleagridis—New insights into an old pathogen. Vet Parasitol.

[10] Molnár A, Schwach F, Studholme DJ, Thuenemann EC, Baulcombe DC (2007). miRNAs control gene expression in the single-cell alga Chlamydomonas reinhardtii. NATURE..

[11] van Rooij E (2011). The Art of MicroRNA Research. Circ Res.

[12] Liu J, Li F, Hu X, Cao D, Liu W, Han H, Zhou Y, Lei Q (2021). Deciphering the miRNA transcriptome of breast muscle from the embryonic to post-hatching periods in chickens. BMC Genomics.

[13] Wang W, Yang Q, Huang X, Luo R, Xie K, Gao X, Yan Z, Wang P, Zhang J, Yang J (2021). Effects of miR-204 on apoptosis and inflammatory response of Clostridium perfringens beta2 toxin induced IPEC-J2 cells via targeting BCL2L2. Microb Pathogenesis.

[14] Wang Q, Liu Y, Wu Y, Wen J, Man C (2021). Immune function of miR-214 and its application prospects as molecular marker. PEERJ..

[15] Lian L, Zhang D, Wang Q, Yang N, Qu L (2015). The inhibitory effects of gga-miR-199-3p, gga-miR-140-3p, and gga-miR-221-5p in Marek's disease tumorigenesis. Poult Sci.

[16] Hong YH, Dinh H, Lillehoj HS, Song K, Oh J (2014). Differential regulation of microRNA transcriptome in chicken lines resistant and susceptible to necrotic enteritis disease. Poult Sci.

[17] Hou Z, Liu D, Su S, Wang L, Zhao Z, Ma Y, Li Q, Jia C, Xu J, Zhou Y (2019). Comparison of splenocyte microRNA expression profiles of pigs during acute and chronic toxoplasmosis. BMC Genomics.

[18] Clarke LL, Beckstead RB, Hayes JR, Rissi DR (2017). Pathologic and molecular characterization of histomoniasis in peafowl (Pavo cristatus). J Vet Diagn Invest.

[19] Beckmann JF, Dormitorio T, Oladipupo SO, Bethonico Terra MT, Lawrence K, Macklin KS, Hauck R (2021). Heterakis gallinarum and Histomonas meleagridis DNA persists in chicken houses years after depopulation. Vet Parasitol.

[20] Pham AD, Mast J, Magez S, Goddeeris BM, Carpentier SC (2016). The Enrichment of Histomonas meleagridis and Its Pathogen-Specific Protein Analysis: A First Step to Shed Light on Its Virulence. Avian Dis.

[21] Chen C, Chen QG, Wang S, Rong J, Liu DD, Hou ZF, Tao JP, Xu JJ (2021). Prokaryotic expression and localization analysis of α-actinin 1 protein of *Histomonas meleagridis*. Chin. J. Prev. Vet. Med..

[22] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.

[23] Friedländer MR, Mackowiak SD, Li N, Chen W, Rajewsky N (2012). miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. Nucleic Acids Res.

[24] Wen M, Shen Y, Shi S, Tang T (2012). miREvo: an integrative microRNA evolutionary analysis platform for next-generation sequencing experiments. BMC BIOINFORMATICS.

[25] Zhou L, Chen J, Li Z, Li X, Hu X, Huang Y, Zhao X, Liang C, Wang Y (2010). Integrated profiling of microRNAs and mRNAs: microRNAs located on Xq27.3 associate with clear cell renal cell carcinoma. PLoS One.

[26] Ferreira JA, Zwinderman AH (2006). On the Benjamini–Hochberg method. Ann Stat.

[27] Enright AJ, John B, Gaul U, Tuschl T, Sander C, Marks DS (2003). MicroRNA targets in Drosophila. Genome Biol.

[28] Kruger J, Rehmsmeier M (2006). RNAhybrid: microRNA target prediction easy, fast and flexible. Nucleic Acids Res.

[29] Young MD, Wakefield MJ, Smyth GK, Oshlack A (2010). Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biol.

[30] Kanehisa M, Araki M, Goto S, Hattori M, Hirakawa M, Itoh M, Katayama T, Kawashima S, Okuda S, Tokimatsu T (2007). KEGG for linking genomes to life and the environment. Nucleic Acids Res.

[31] Mao X, Cai T, Olyarchuk JG, Wei L (2005). Automated genome annotation and pathway identification using the KEGG Orthology (KO) as a controlled vocabulary. BIOINFORMATICS..

[32] Dong X, Cheng Y, Qiao L, Wang X, Zeng C, Feng Y (2021). Male-Biased gga-miR-2954 Regulates Myoblast Proliferation and Differentiation of Chicken Embryos by Targeting YY1. GENES-BASEL..

[33] Li J, Li C, Li Q, Li W, Li H, Li G, Kang X, Liu X, Tian Y (2020). Identification of the Key microRNAs and miRNA-mRNA Interaction Networks during the Ovarian Development of Hens. ANIMALS..

[34] Tian H, Ding M, Guo Y, Su A, Zhai M, Tian Y, Li K, Sun G, Jiang R, Han R (2021). Use of transcriptomic analysis to identify microRNAs related to the effect of stress on thymus immune function in a chicken stress model. Res Vet Sci.

[35] Liu Q, Cai J, Gao Y, Yang J, Gong Y, Zhang Z (2018). miR-2954 Inhibits PI3K Signaling and Induces Autophagy and Apoptosis in Myocardium Selenium Deficiency. Cell Physiol Biochem.

[36] Tian X, Li L, Fu G, Wang J, He Q, Zhang C, Qin B, Wang J (2021). miR-133a-3p regulates the proliferation and apoptosis of intestinal epithelial cells by modulating the expression of TAGLN2. Exp Ther Med.

[37] Dai Y, Mao Z, Han X, Xu Y, Xu L, Yin L, Qi Y, Peng J (2019). MicroRNA-29b-3p reduces intestinal ischaemia/reperfusion injury via targeting of TNF receptor-associated factor 3. Br J Pharmacol.

[38] Zhao D, Wu N, Wang L, Pang X, Liu X, Zhang X (2020). Role of microRNA-449a in the progress of inflammatory bowel disease in children. Biotechnol. Biotechnol. Equip.

[39] Liu Z, Tian Y, Jiang Y, Chen S, Liu T, Moyer MP, Qin H, Zhou X (2018). Protective Effects of Let-7b on the Expression of Occludin by Targeting P38 MAPK in Preventing Intestinal Barrier Dysfunction. Cell Physiol Biochem.

[40] Chen J, Chen T, Zhou J, Zhao X, Sheng Q, Lv Z (2021). MiR-146a-5p Mimic Inhibits NLRP3 Inflammasome Downstream Inflammatory Factors and CLIC4 in Neonatal Necrotizing Enterocolitis. Front Cell Dev Biol.

[41] Chen G, Han Y, Feng Y, Wang A, Li X, Deng S, Zhang L, Xiao J, Li Y, Li N (2019). Extract of Ilex rotunda Thunb alleviates experimental colitis-associated cancer via suppressing inflammation-induced miR-31-5p/YAP overexpression. PHYTOMEDICINE..

[42] Huo LL, Sun ZR (2021). MiR-128-3p alleviates TNBS-induced colitis through inactivating TRAF6/NF-κB signaling pathway in rats. Kaohsiung J Med Sci.

[43] Tim G, Tommy VL, Panagiotis S, Lily Q, Aouatif B, Dominiek M, Ilias K, Paul B, Neil F (2020). Diagnosis of sub-clinical coccidiosis in fast growing broiler chickens by MicroRNA profiling. GENOMICS..

[44] Wu G, Qi Y, Liu X, Yang N, Xu G, Liu L, Li X (2017). Cecal MicroRNAome response to Salmonella enterica serovar Enteritidis infection in White Leghorn Layer. BMC Genomics.

[45] Kidane FA, Mitra T, Wernsdorf P, Hess M, Liebhart D (2018). Allocation of Interferon Gamma mRNA Positive Cells in Caecum Hallmarks a Protective Trait Against Histomonosis. Front Immunol.

[46] Lagler J, Mitra T, Schmidt S, Pierron A, Vatzia E, Stadler M (2019). Cytokine production and phenotype of Histomonas meleagridis-specific T cells in the chicken. Vet Res.

[47] Lagler J, Schmidt S, Mitra T, Stadler M, Wernsdorf P, Grafl B, Hess THC, Gerner W, Liebhart D (2021). Comparative investigation of IFN-gamma-producing T cells in chickens and turkeys following vaccination and infection with the extracellular parasite Histomonas meleagridis. Dev Comp Immunol.

[48] Luo L, Zhu G, Xu H, Yao S, Zhou G, Zhu Y, Tamada K, Huang L, Flies AD, Broadwater M (2015). B7-H3 Promotes Pathogenesis of Autoimmune Disease and Inflammation by Regulating the Activity of Different T Cell Subsets. PLoS One.

[49] Uematsu Y, Akai S, Tochitani T, Oda S, Yamada T, Yokoi T (2016). MicroRNA-mediated Th2 bias in methimazole-induced acute liver injury in mice. Toxicol Appl Pharmacol.

[50] Shi Y, Dai S, Qiu C, Wang T, Zhou Y, Xue C, Yao J, Xu Y (2020). MicroRNA-219a-5p suppresses intestinal inflammation through inhibiting Th1/Th17-mediated immune responses in inflammatory bowel disease. Mucosal Immunol.

[51] Seki Y, Hayashi K, Matsumoto A, Seki N, Tsukada J, Ransom J, Naka T, Kishimoto T, Yoshimura A, Kubo M (2002). Expression of the Suppressor of Cytokine Signaling-5 (SOCS5) Negatively Regulates IL-4-Dependent STAT6 Activation and Th2 Differentiation. Proc Natl Acad Sci U S A.

[52] Bene K, Varga Z, Petrov VO, Boyko N, Rajnavolgyi E (2017). Gut Microbiota Species Can Provoke both Inflammatory and Tolerogenic Immune Responses in Human Dendritic Cells Mediated by Retinoic Acid Receptor Alpha Ligation. Front Immunol.

[53] Cirauqui C, Benito-Villalvilla C, Sanchez-Ramon S, Sirvent S, Diez-Rivero C (2018). Human dendritic cells activated with MV130 induce Th1, Th17 and IL-10 responses via RIPK2 and MyD88 signalling pathways. Eur J Immunol.

[54] Chen X, Zhang X, Lan L, Xu G, Li Y, Huang S (2021). MALT1 positively correlates with Th1 cells, Th17 cells, and their secreted cytokines and also relates to disease risk, severity, and prognosis of acute ischemic stroke. J Clin Lab Anal.

[55] Pan W, Nagpal K, Suarez-Fueyo A, Ferretti A, Yoshida N, Tsokos M, Tsokos G (2021). The Regulatory Subunit PPP2R2A of PP2A Enhances Th1 and Th17 Differentiation through Activation of the GEF-H1/RhoA/ROCK Signaling Pathway. J Immunol.

[56] Shiraki M, Aihara H, Kinouchi Y, Takahashi S, Oki M, Noguchi M, Takahashi K, Miyazaki J, Shimosegawa T (2004). IL-12 p40 prevents the development of chronic enterocolitis in IL-10-deficient mice. Lab Invest.

[57] Williams JW, Tjota MY, Clay BS, Vander Lugt B, Bandukwala HS, Hrusch CL (2013). Transcription factor IRF4 drives dendritic cells to promote Th2 differentiation. Nat Commun.

[58] Yuan X, Tang H, Wu R, Li X, Jiang H, Liu Z, Zhang Z (2021). Short-Chain Fatty Acids Calibrate RARalpha Activity Regulating Food Sensitization. Front Immunol.

[59] Curti A, Ratta M, Corinti S, Girolomoni G, Ricci F, Tazzari P, Siena M (2001). Interleukin-11 induces Th2 polarization of human CD4(+) T cells. BLOOD..

[60] Narayanan S, Lee J, Bhagwate A, Kuwelker S, Yan H, Ordog T, Bharucha A (2020). Epigenetic Alterations Are Associated With Gastric Emptying Disturbances in Diabetes Mellitus. CLIN TRANSL GASTROEN.

[61] Sestero CM, McGuire DJ, De Sarno P, Brantley EC, Soldevila G, Axtell RC, Raman C (2012). CD5-dependent CK2 activation pathway regulates threshold for T cell anergy. J Immunol.

[62] Imanishi T, Unno M, Kobayashi W, Yoneda N, Akira S, Saito T (2020). mTORC1 Signaling Controls TLR2-Mediated T-Cell Activation by Inducing TIRAP Expression. Cell Rep.

[63] Tau GZ, von der Weid T, Lu B, Cowan S, Kvatyuk M, Pernis A, Cattoretti G (2000). Interferon gamma signaling alters the function of T helper type 1 cells. J Exp Med.

[64] Luda KM, Joeris T, Persson EK, Rivollier A, Demiri M, Sitnik KM, Pool L, Holm JB, Melo-Gonzalez F, Richter L (2016). IRF8 Transcription-Factor-Dependent Classical Dendritic Cells Are Essential for Intestinal T Cell Homeostasis. IMMUNITY..

[65] Zhang R, Qi C, Hu Y, Shan Y, Hsieh Y, Xu F, Lu G, Dai J, Gupta M, Cui M (2019). T follicular helper cells restricted by IRF8 contribute to T cell-mediated inflammation. J Autoimmun.

[66] Ouyang X, Zhang R, Yang J, Li Q, Qin L, Zhu C, Liu J, Ning H, Shin MS, Gupta M (2011). Transcription factor IRF8 directs a silencing programme for TH17 cell differentiation. Nat Commun.

[67] Yu D, Rao S, Tsai LM, Lee SK, He Y, Sutcliffe EL, Srivastava M, Linterman M, Zheng L, Simpson N (2009). The Transcriptional Repressor Bcl-6 Directs T Follicular Helper Cell Lineage Commitment. Immunity (Cambridge, Mass).

[68] Raju S, Kometani K, Kurosaki T, Shaw AS, Egawa T (2018). The adaptor molecule CD2AP in CD4 T cells modulates differentiation of follicular helper T cells during chronic LCMV infection. PLoS Pathog.

[69] Bryce PJ, Oyoshi MK, Kawamoto S, Oettgen HC, Tsitsikov EN (2006). TRAF1 regulates Th2 differentiation, allergic inflammation and nuclear localization of the Th2 transcription factor, NIP45. Int Immunol.

[70] Yasunaga SI, Yuyama N, Arima K, Tanaka H, Toda S, Maeda M, Matsui K, Goda C, Yang Q, Sugita Y (2003). The negative-feedback regulation of the IL-13 signal by the IL-13 receptor α2 chain in bronchial epithelial cells. CYTOKINE..

[71] Wilson MS, Ramalingam TR, Rivollier A, Shenderov K, Mentink Kane MM, Madala SK, Cheever AW, Artis D, Kelsall BL, Wynn TA (2011). Colitis and Intestinal Inflammation in IL10−/− Mice Results From IL-13Rα2–Mediated Attenuation of IL-13 Activity. GASTROENTEROLOGY..

[72] Hosokawa H, Kato M, Tohyama H, Tamaki Y, Endo Y, Kimura MY, Tumes DJ, Motohashi S, Matsumoto M, Nakayama KI (2015). Methylation of Gata3 Protein at Arg-261 Regulates Transactivation of the Il5 Gene in T Helper 2 Cells. J Biol Chem.

[73] Kubo M, Inoue H (2006). Suppressor of cytokine signaling 3 (SOCS3) in Th2 cells evokes Th2 cytokines, IgE, and eosinophilia. Curr Allergy Asthma Rep.

[74] Guerrero AR, Uchida K, Nakajima H, Watanabe S, Nakamura M, Johnson WE, Baba H (2012). Blockade of interleukin-6 signaling inhibits the classic pathway and promotes an alternative pathway of macrophage activation after spinal cord injury in mice. J Neuroinflammation.

[75] Li Y, Liu X, Duan W, Tian H, Zhu G, He H, Yao S, Yi S, Song W, Tang H (2017). Batf3-dependent CD8α + Dendritic Cells Aggravates Atherosclerosis via Th1 Cell Induction and Enhanced CCL5 Expression in Plaque Macrophages. EBIOMEDICINE..

[76] Su Y, Huang J, Zhao X, Lu H, Wang W, Yang XO, Shi Y, Wang X, Lai Y, Dong C (2019). Interleukin-17 receptor D constitutes an alternative receptor for interleukin-17A important in psoriasis-like skin inflammation. Science immunology.

[77] Shapiro M, Nandi B, Gonzalez G, Prabhala RH, Mashimo H, Huang Q, Frank NY, Munshi NC, Gold JS (2017). Deficiency of the immunostimulatory cytokine IL-21 promotes intestinal neoplasia via dysregulation of the Th1/Th17 axis. ONCOIMMUNOLOGY..

[78] Uchiyama R, Yonehara S, Taniguchi SI, Ishido S, Ishii KJ, Tsutsui H (2017). Inflammasome and Fas-Mediated IL-1β Contributes to Th17/Th1 Cell Induction in Pathogenic Bacterial Infection In Vivo. J Immunol.

[79] Veenbergen S, van Leeuwen MA, Driessen GJ, Kersseboom R, de Ruiter LF, Raatgeep RHC, Lindenbergh-Kortleve DJ, Simons-Oosterhuis Y, Biermann K, Halley DJJ (2017). Development and Function of Immune Cells in an Adolescent Patient With a Deficiency in the Interleukin-10 Receptor. J Pediatr Gastroenterol Nutr.

[80] Marsland BJ, Bättig P, Bauer M, Ruedl C, Lässing U, Beerli RR, Dietmeier K (2005). CCL19 and CCL21 Induce a Potent Proinflammatory Differentiation Program in Licensed Dendritic Cells. Immunity (Cambridge, Mass).

[81] Lees C, Howie S, Sartor RB, Satsangi J (2005). The Hedgehog Signalling Pathway in the Gastrointestinal Tract: Implications for Development, Homeostasis, and Disease. GASTROENTEROLOGY..

[82] Xie Z, Zhang M, Zhou G, Lin L, Han J, Wang Y, Li L, He Y, Zeng Z, Chen M (2021). Emerging roles of the Hedgehog signalling pathway in inflammatory bowel disease. Cell Death Dis.

[83] Lee JJ, Rothenberg ME, Seeley ES, Zimdahl B, Kawano S, Lu W, Shin K, Sakata-Kato T, Chen JK, Diehn M (2016). Control of inflammation by stromal Hedgehog pathway activation restrains colitis. Proc Natl Acad Sci.

[84] Buongusto F, Bernardazzi C, Yoshimoto AN, Nanini HF, Coutinho RL, Carneiro AJV, Castelo-Branco MT, de Souza HS (2017). Disruption of the Hedgehog signaling pathway in inflammatory bowel disease fosters chronic intestinal inflammation. Clin Exp Med.

[85] Lees CW, Zacharias WJ, Tremelling M, Noble CL, Nimmo ER, Tenesa A, Cornelius J, Torkvist L, Kao J, Farrington S (2008). Analysis of germline GLI1 variation implicates hedgehog signalling in the regulation of intestinal inflammatory pathways. PLoS Med.

[86] Liu Z, Lai K, Xie Y, He X, Zhou X (2018). Gli2 Mediated Activation of Hedgehog Signaling Attenuates Acute Pancreatitis via Balancing Inflammatory Cytokines in Mice. Cell Physiol Biochem.

[87] Scianimanico S, Desrosiers M, Dermine JF, Meresse S, Descoteaux A, Desjardins M (1999). Impaired recruitment of the small GTPase rab7 correlates with the inhibition of phagosome maturation by Leishmania donovani promastigotes. Cell Microbiol.

[88] Marsman M, Jordens I, Kuijl C, Janssen L, Neefjes J (2004). Dynein-mediated vesicle transport controls intracellular Salmonella replication. Mol Biol Cell.

[89] Underhill DM, Ozinsky A (2002). Phagocytosis of Microbes: Complexity in Action. Annu Rev Immunol.

[90] Zhang J, Qu C, Li T, Cui W, Wang X, Du J (2019). Phagocytosis mediated by scavenger receptor class BI promotes macrophage transition during skeletal muscle regeneration. J Biol Chem.

[91] Harrison RE, Bucci C, Vieira OV, Schroer TA, Grinstein S (2003). Phagosomes Fuse with Late Endosomes and/or Lysosomes by Extension of Membrane Protrusions along Microtubules: Role of Rab7 and RILP. Mol Cell Biol.

[92] Zeng GZ, Tan NH, Jia RR, Pan XL (2005). Cathepsins: Structures, Functions and Inhibitors. Acta Botanica Yunnanica.

[93] Pires D, Bernard EM, Pombo JP, Carmo N, Fialho C, Gutierrez MG, Bettencourt P, Anes E (2017). Mycobacterium tuberculosis Modulates miR-106b-5p to Control Cathepsin S Expression Resulting in Higher Pathogen Survival and Poor T-Cell Activation. Front Immunol.

How the deposited data were processed for this re-analysis (not part of the article)

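Small RNA of the chicken cecum was measured in 12 libraries, 3 each of controls and infected chickens at 10 and 15 DPI. The authors removed adaptors and low-quality reads, kept reads of a length range they state, mapped them with Bowtie and counted them on known miRNAs of miRBase and on predicted miRNAs with miRDeep2 and miREvo. Their methods give 1 mismatch in 1 place and no mismatch in another, and the genome build is not given in the sources used here. The deposited count is the raw number of reads per mature miRNA, with no normalization. The TPM deposited beside it is that count over the miRNA reads of the library, scaled to a common sum, as recomputation from the counts gave the same values. The reference genome at hand was that of the mouse, after the organism in the sample labels, and was not used here.

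Each library was taken with the condition and replicate of its label, checked against the paper. Every group's replicates differed by far more than counting noise, so no library is a copy of another. Totals of miRNA reads ran from 5506908 to 8339068, and 3 reads were used as the floor for a miRNA without reads. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

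The counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filter filterByExpr at a minimum count of 10, and the quasi-likelihood test within the 6 libraries of a time point. Standard errors were taken as the absolute log2 fold change over the square root of the F statistic. Adjusted p-values are Benjamini-Hochberg values over the miRNAs tested, and the threshold was 0.05 without a minimum fold change, as in the paper. Levels are CPM, which is TPM after TMM scaling within the time point. The interaction of infection and time point was fitted over all 12 libraries with 4 group means. Lists of miRNAs attributed to epithelium, leukocytes and blood, muscle and motile cilia were tested with fry of limma 3.58.1, adjusted together. The members gga-miR-141-3p and gga-miR-150-5p had no row of that name.

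The comparisons, the lists, the alternatives and the rule for naming miRNAs were set before the data were examined, when the fold changes in the paper's Tables S1 and S2 had been seen. Named are the miRNAs the paper names in its text, Tables 1, 4 and 5 and Figs. 7 and 8, or in Tables S5 and S6 where these differ from its other tables. Also named are the 5 largest rises and 5 largest falls at each time point among DEMs without overlap of the groups, the DEMs of opposite direction, the 5 smallest p of the interaction, and list members where a list is discussed. The alternatives were DESeq2 1.42.0, edgeR's exact test, upper-quartile and total-count scaling, no filter or a mean of at least 100 reads, all 12 libraries in one fit, the replicate number as a block, a minimum absolute log2 fold change of 1, an adjusted p under 0.01, and leaving out each library. DESeq2 adjusted p-values given as missing were left missing. The paper names the DESeq package for its own test, so DESeq2 repeats its method and is not an independent check of its DEMs.

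The tests were run first on simulated counts with the means and sizes of the real libraries and with miRNAs changed by known amounts; fewer were changed than is usual for genes, as few miRNAs pass the filter. The quasi-likelihood test called 26 of 26 miRNAs changed by 2 on the log2 scale and 16 of 24 changed by 1 in the simulation of 10 DPI (215 tested), with 1 false call. In that of 15 DPI (236 tested) it called 25 of 25 and 8 of 23, with 3 false calls. The interaction test called 35 of 48, all changed by 2 on the log2 scale in the infected libraries of 15 DPI only, with 1 false call. In all simulations the changes were about as often up as down in the tests of single miRNAs and spared the 10 most abundant miRNAs. They therefore do not cover the dependence on scaling seen in the real libraries, nor smaller interaction differences.

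Target prediction, enrichment of gene terms and RT-qPCR were not analysed here.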

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

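The interaction was planned before the data were examined, whereas the tests of explanations were chosen after the result was seen, except that of the position of CCH3.

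The infection effect of 25 of 266 miRNAs differed between 10 and 15 DPI by edgeR's interaction test, 20 with a higher and 5 with a lower value at 15 DPI. Of 100 splits of the libraries within the time points, the real one included, 3 gave at least 25, and 1 of the others gave 75. These splits mix infected with control libraries, so the infection effect common to both time points becomes spread within the groups. They cannot exclude chance for the 25. The number is fragile: without CE2 or CEH3 it was 1, without CC2 5, without CCH1 7 and without CCH2 9, and without CEH1 it was 41. A difference between the chickens like that seen for gga-miR-7b coincides with infection at 10 DPI and divides the controls at 15 DPI. It could give such calls without a change of the infection effect, and was not examined over the 25 as a set. The libraries of the time points also differ for other reasons. Between the controls of 15 and 10 DPI, 134 of 266 miRNAs passed the threshold in a fit of all 12 libraries. Its TMM factors were far apart, from 0.4304 to 0.7419 in CC and from 1.604 to 1.717 in CCH. The scaling was not varied for this count, so how far the 134 depend on it stays open. A fit of the 6 controls alone, also with TMM scaling, gave 126. Of the 10 splits of these 6, 1, the real one, gave as many and the others gave 0, but 10 splits are too few to exclude chance. Age and any separate preparation or sequencing of the time points cannot be told apart, since every library of a time point would share both.

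gga-miR-2954 was higher in infected libraries at 10 DPI and lower at 15 DPI, a difference of -5.14 (standard error 0.79, adjusted p = 0.00961). Scaling as the cause is argued against by a difference of -4.998, the smallest in size, over TMM, DESeq2, upper-quartile and total-count scaling, and each library left out kept the call. A wrong label on CCH3 is argued against as well, since among the 116 DEMs called without it, CCH3 was nearer to the infected mean in 14.7%, compared with 5.21% for CCH1 and 9.38% for CCH2 in the same check. What stays open is the sex of the chickens. The paper calls them layers, which may mean hens only, and neither it nor the labels state a sex. The title of the paper's reference 32 calls this miRNA male-biased. The control CCH3 held 661 TPM, close to the 559 to 639.8 of CEH, while CCH1 and CCH2 held 5706 and 6511. A hypothesis is that unequal sexes in the groups may account for part of the opposite directions, with infection among the open explanations too. They cannot be told apart here, because no sex is stated and the division of the libraries coincides with infection at 10 DPI. At that time gga-miR-2954 held 659 to 920 TPM in CE and 114 to 218 in CC. The libraries with the higher level at their time point, CE1, CE2, CE3, CCH1 and CCH2, also nearly lacked gga-miR-7b and had no read of gga-miR-6606-5p. Such a division could give opposite directions without a change of the infection effect.

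gga-miR-34b-5p differed by 9.42 (standard error 1.78, adjusted p = 0.0165). It was present mainly in the controls of 10 DPI, unevenly, at 119, 9.44 and 80.9 TPM in CC1, CC2 and CC3, and at most 4.31 in any other library. Scaling is argued against, as the difference was at least 9.31 under the 4 scalings. Its adjusted p was 0.0644 without CE2 and 0.0792 without CEH3. It is 2 edits from gga-miR-34c-5p, which could share its reads and showed the same unevenness. Tissue sampled in some controls only stays open; the motile-cilia list is given with the other observations.

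gga-miR-181a-5p, gga-miR-425-3p and gga-miR-181b-5p differed by 0.93, 0.98 and 0.89 (adjusted p 0.0165, 0.0165 and 0.0168). Over the 4 scalings the differences lay between 0.72 and 1.14. With total-count scaling they were 1.12, 1.14 and 1.06, no smaller than with TMM, but the largest adjusted p of the 3 was 0.121. Scaling therefore cannot be excluded as the source of the calls, though the direction held under all 4. The calls were lost without CC2, CE2, CCH2 or CEH3 for gga-miR-181a-5p, without CC2, CE2, CCH1, CCH2 or CEH3 for gga-miR-425-3p and without CC2, CE2, CCH1 or CEH3 for gga-miR-181b-5p, with adjusted p up to 0.0843. An infection effect that changes with time stays open.

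gga-miR-23b-3p, higher at 10 DPI and lower at 15 DPI, differed by -1.26 (standard error 0.29, adjusted p = 0.0259). With total-count scaling the adjusted p was 0.135, and the call was lost without CC2, CC3, CE2 or CEH3 (up to 0.0792). Over the 4 scalings the difference lay between -1.43 and -1.08, so its direction held. Scaling cannot be excluded as the source of the call, and a change of the infection effect with time stays open.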

How the results depend on the processing

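All alternatives were set before the data were examined. The alternatives for values without counts were not run, because the values are counts.

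The DEMs at 10 DPI numbered 98, and from 85 to 108 under the other tests, upper-quartile scaling, no filter, identical miRNAs counted once and all libraries in one fit. They numbered 70 at a mean of at least 100 reads, 67 at an adjusted p under 0.01, 60 with total-count scaling and 58 with a minimum absolute log2 fold change of 1. With a library left out they ranged from 70 to 98. The DEMs at 15 DPI numbered 125, and 71 at an adjusted p under 0.01. Without CEH3 they fell to 83, the lowest of 83 to 124 over the libraries. The shared DEMs numbered 69, and 41 with total-count scaling, 34 with the minimum log2 fold change and 32 at an adjusted p under 0.01. Repeats without 1 library gave 47 to 68. Relative to TMM, upper-quartile scaling moved the median log2 fold change of all tested miRNAs from 0.01 to 0.27 at 10 DPI and from 0.06 to 0.29 at 15 DPI. Total-count scaling moved it to -0.10 at 10 DPI. Of 10 splits of the 6 libraries of a time point only the real 1 gave as many DEMs, at 10 and at 15 DPI, and the others gave 0, but 10 splits are too few to exclude chance. Of 100 pairs of splits, 1, the real one, gave 69 shared DEMs, and the others gave 0. They had to, because no other split gave a DEM at its own time point. The pairs therefore argue against chance at both time points together, and cannot exclude it for either alone.

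The miRNAs whose infection effect differs between the time points numbered 25. They were 5 with total-count scaling, 38 without a filter, and 15 with a minimum absolute log2 difference of 1. They ranged from 1 to 41 with a library left out. The cause of these shifts was not tested.

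The replicate numbers do not pair the libraries. The deviations of same-numbered libraries from their group means correlated at -0.177, 0.117 and 0.185 at 10 DPI and at 0.0352, -0.0988 and -0.155 at 15 DPI. With a replicate block the DEMs numbered 100 at 10 DPI and 97 at 15 DPI, the shared DEMs 57 and the differing miRNAs 15. The block also took the adjusted p of the motile-cilia, epithelium and muscle lists above the threshold (medians -6.67 at 10 DPI, -3.03 and -0.74 at 15 DPI), and cost 7 named miRNAs their call at 15 DPI and none at 10 DPI.

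The lowest squared correlation of 0.885 became 0.455 without the log, 0.786 over miRNAs with a mean of at least 10 reads, 0.796 with a smaller added constant and 0.609 as squared Spearman rho. Leaving out a library gave 0.885 to 0.917. The median number of known miRNAs detected, 427, became 275 at 5 reads and 230.0 at 10 reads, which the stricter minimum itself brings about. Depth limits what can be said of miRNAs under the filter, which were tested only in alternatives with another filter or none.

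Medians of the lists kept their direction. Under camera with an estimated correlation no list passed the threshold: medians at 10 DPI were -1.67 for epithelium, 0.78 for leukocytes and blood and -6.74 for motile cilia, and at 15 DPI -2.67, 1.67 and, for muscle, -0.70, with adjusted p from 0.0589 up. Under camera with a preset correlation the calls of fry held, except motile cilia (median -6.74). Total-count scaling made muscle pass at 10 DPI (-0.54). Leaving out a library gave medians of -7.52 to -5.62 for motile cilia and -0.63 to -0.08 for muscle at 10 DPI. At 15 DPI it gave -3.65 to -2.18 for epithelium (calls lost without CCH3 or CEH3) and -0.92 to -0.52 for muscle (lost without CCH3, CEH2 or CEH3).

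Of the named miRNAs, 28 were called at 10 DPI and 18 of them in every setting, and 36 at 15 DPI and 22 of them in every setting. A sign changed only for miRNAs that were not called. gga-miR-425-3p at 10 DPI (0.05) went to -0.0793 with total-count scaling, and from -0.0916 (without CE1) to 0.15 with a library left out, being -0.03 without CC1. gga-miR-181a-5p at 15 DPI (-0.01) went to 0.22 with upper-quartile and 0.0187 with total-count scaling, and from -0.10 to 0.0506 (without CEH2) with a library left out.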

Differences from the paper's values

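Of the shared DEMs, 37 were higher at both time points, against 24 in the paper. Among the alternatives set before the data were examined, DESeq2 and a mean of at least 100 reads gave 24. Values within 1.5 times of the paper's also came from edgeR's exact test, no filter, the replicate block, an adjusted p under 0.01, identical miRNAs counted once and each library left out. Upper-quartile and total-count scaling, all 12 libraries in one fit and the minimum log2 fold change did not.

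DEMs in opposite directions numbered 2, gga-miR-2954 and gga-miR-23b-3p, against 1 in the paper. DESeq2, edgeR's exact test, upper-quartile and total-count scaling, the minimum log2 fold change, the replicate block and leaving out any 1 of CC1, CC2, CC3, CE1 and CE2 gave 1. In the replicate block this was gga-miR-23b-3p, and in the others gga-miR-2954. The remaining alternatives gave 0 or at least 2.

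DESeq2 gave 94 and 127 DEMs, the paper's numbers at 10 and 15 DPI, with all miRNAs of Tables S1 and S2 among them. The main test called 83 of the 94 and 110 of the 127, did not cover 7 and 8 of them because of its filter, and called a further 15 at each time point. No tested miRNA of Tables S1 and S2 had another sign.

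The reads on predicted miRNAs were 1213 in CC1, 2041 in CEH2 and 2739 in CEH3, against 2029, 1324 and 951 in the paper's Table 3. Over all libraries there were 26886, against the paper's 45044 in its total row, whose 12 library values add up to 23146. For reads on known miRNAs, the sum here was 82773463 over all libraries, against the paper's 158535931 in that total row, whose library values add up to 82624404. No alternative applies to these sums.

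At 15 DPI the log2 fold change of gga-let-7b was -0.36, against -0.49 in the paper's Table S2, and that of gga-miR-146c-5p was 1.07, against 0.94. Both came within a standard error of the paper's value under DESeq2, a mean of at least 100 reads and without CCH1. So did gga-let-7b without CCH2 or CEH1 and gga-miR-146c-5p without CCH3 or CEH3. The other alternatives did not bring them there.

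The paper lists gga-miR-7460-5p as down-regulated at 15 DPI in Table 5, and here its adjusted p was 0.26, or 0.322 under DESeq2, with overlapping groups. Its log2 fold change of -1.32 had the paper's direction. With a library left out this ran from -3.25 to -0.69 and the adjusted p from 0.0166 to 0.522. Table S6 lists gga-miR-23b-3p and gga-miR-145-5p as up-regulated at 15 DPI, whereas the log2 fold changes here were -0.63 and -1.23. Table S5 lists gga-miR-133c-3p as a DEM at 10 DPI, and its adjusted p here was 0.0887, or 0.0624 under DESeq2. The text states that gga-miR-133a-3p is down-regulated at both time points; at 10 DPI its adjusted p here was 0.0502, and 0.0204 under DESeq2. The text names gga-let-7b and gga-miR-449a among the DEMs; gga-let-7b passed at 15 DPI, and gga-miR-449a, below the filter, had an adjusted p of 0.00182 at 10 DPI under DESeq2.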

Other observations

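The tests of explanations below were chosen after the result was seen, and the list tests were planned.

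gga-miR-7b was nearly absent from some libraries. It was present at 299.8, 346 and 309 TPM in CC1, CC2 and CC3, at 338 in CCH3 and at 356 to 523 in CEH. In CE it was between 0.521 and 1.27, and in CCH1 and CCH2 it was 0.846 and 0.305. gga-miR-6606-5p had no read in these same libraries, CE1, CE2, CE3, CCH1 and CCH2, and 4.32 to 7.43 in the others. An effect of infection of 1 direction is argued against, because the effect on gga-miR-7b differed between the time points by 10.15 (standard error 2.52, adjusted p = 0.0284 from edgeR's test) and because controls of 15 DPI differ among themselves. Reads moved to gga-miR-7, 2 edits away, are argued against for CE, where gga-miR-7 had a log2 fold change of -0.38, not a rise. For CCH1 and CCH2 they stay open: gga-miR-7 was at 1260 and 1996 TPM there and 697 in CCH3, and its log2 fold change at 15 DPI was -1.27 (adjusted p = 0.0249). A difference between the chickens, such as sex or an inherited variant, may be the source, as for gga-miR-2954 (with 661 TPM in CCH3). gga-miR-1684a-3p followed another pattern: it had no read in CE and CCH3, and 20.7 and 10.7 TPM in CCH1 and CCH2. A single division therefore cannot account for every such miRNA. It cannot show whether gga-miR-2954, gga-miR-7b and gga-miR-6606-5p share 1. The libraries cannot decide the source: neither sex nor a variant is stated for any library, and no correlation is given because the libraries fall into separate clusters. At 10 DPI any such difference coincides with infection. The 67 of 69 shared DEMs with the same direction at both time points show a pattern other than that of gga-miR-7b.

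Among motile-cilia miRNAs, the 2 that could be tested at 10 DPI, gga-miR-34b-5p and gga-miR-34c-5p, were lower in infected libraries, at a median log2 fold change of -6.74 (fry, adjusted p = 0.0453). The call was lost when any library other than CC2 was left out. Both were higher in CC1 than in CC2, by 12.7-fold or more, but they are 2 edits apart and could share reads. A candidate explanation is ciliated tissue sampled in some controls only. A loss of such tissue with infection cannot be told apart from it with 3 controls. At 15 DPI no member had enough reads to be tested.

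The epithelium list fell in infected libraries at 10 DPI (median log2 fold change -1.67, fry adjusted p = 7.22e-04) and at 15 DPI (-2.67, adjusted p = 0.0105), with all 11 tested members lower at each. The leukocyte and blood list rose at 10 DPI (0.78, adjusted p = 0.00346) and at 15 DPI (1.67, adjusted p = 1.28e-04), with all 10 tested members higher. The muscle list had a median of -0.43 at 10 DPI (adjusted p = 0.401) and -0.70 at 15 DPI (adjusted p = 0.0248). If a lower share of epithelium alone raised the miRNAs of all other cells, muscle would rise with leukocytes, and at 15 DPI its median of -0.70 argues against this as the whole cause. A change in the number of leukocytes, or in miRNAs within cells, stays open. The lists were written when the paper's fold changes had been seen, the cecum holds all these tissues, and gga-miR-21-5p, the most abundant member of its list, is found in many cell types.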
